# Curcumin mediates oxaliplatin-acquired resistance reversion in colorectal cancer cell lines through modulation of CXC-Chemokine/NF-κB signalling pathway

**DOI:** 10.1038/srep24675

**Published:** 2016-04-19

**Authors:** Vicenç Ruiz de Porras, Sara Bystrup, Anna Martínez-Cardús, Raquel Pluvinet, Lauro Sumoy, Lynne Howells, Mark I. James, Chinenye Iwuji, José Luis Manzano, Laura Layos, Cristina Bugés, Albert Abad, Eva Martínez-Balibrea

## Abstract

Resistance to oxaliplatin (OXA) is a complex process affecting the outcomes of metastatic colorectal cancer (CRC) patients treated with this drug. De-regulation of the NF-κB signalling pathway has been proposed as an important mechanism involved in this phenomenon. Here, we show that NF-κB was hyperactivated in *in vitro* models of OXA-acquired resistance but was attenuated by the addition of Curcumin, a non-toxic NF-κB inhibitor. The concomitant combination of Curcumin + OXA was more effective and synergistic in cell lines with acquired resistance to OXA, leading to the reversion of their resistant phenotype, through the inhibition of the NF-κB signalling cascade. Transcriptomic profiling revealed the up-regulation of three NF-κB-regulated CXC-chemokines, CXCL8, CXCL1 and CXCL2, in the resistant cells that were more efficiently down-regulated after OXA + Curcumin treatment as compared to the sensitive cells. Moreover, CXCL8 and CXCL1 gene silencing made resistant cells more sensitive to OXA through the inhibition of the Akt/NF-κB pathway. High expression of CXCL1 in FFPE samples from explant cultures of CRC patients-derived liver metastases was associated with response to OXA + Curcumin. In conclusion, we suggest that combination of OXA + Curcumin could be an effective treatment, for which CXCL1 could be used as a predictive marker, in CRC patients.

Colorectal Cancer (CRC) is still one of the most frequent causes of cancer-related death worldwide. The 5-year overall survival rate is less than 10% in advanced disease and chemotherapy treatment remains essential for these patients. Thus, despite the availability of targeted therapies against the Epidermal Growth Factor Receptor (EGFR) or the Vascular Endothelial Growth Factor (VEGF), combinations of oxaliplatin (OXA) with fluoropyrimidines (5-fluorouracil or capecitabine) are the most commonly used frontline regimens in the metastatic disease^1^. OXA is a third-generation platinum drug and it is the only platinum analogue that has activity in CRC, in both adjuvant and first-line treatment^2^. OXA cytotoxicity is mainly generated through the formation of platinum-DNA adducts resulting in DNA transcription and replication blockade. As a consequence, several signalling pathways are activated leading to DNA damage repair and/or the activation of cell death programs^3^. However, as with other chemotherapies, its effectiveness is limited by the appearance of drug resistance^4^. Chemoresistance associated with OXA is a complex and multifactorial process in which several mechanisms such as drug influx/efflux modifications, alterations in DNA damage repair, decrease of cell death activation, autocrine survival signalling or high detoxification activity could play a part^5^. Amongst these processes, the Nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) has been implicated in the activation of survival pathways following OXA treatment, and may be an important factor in mediating acquired resistance to OXA. NF-κB is a transcription factor that contributes to the progression of CRC by regulating the expression of diverse target genes that are involved in inflammation (e.g. TNFα, IL-1, CXC-chemokines), cell proliferation (e.g. Cyclin D1, COX2, c-myc, IL-6), apoptosis (e.g. XIAP, IAP-1, IAP-2, Survivin, Bcl-2 and Bcl-xl), angiogenesis (e.g. VEGF, IL-8), invasion (e.g. ICAM-1, VCAM-1) and metastasis (e.g. MMP-9)^6^. Constitutive activation of NF-κB has been observed in many solid tumours, including CRC^7^,^8^, and provides a survival mechanism by up-regulating anti-apoptotic genes and thereby representing a major causative factor for drug resistance^9^. Of note, it has been shown that administration of OXA can potentiate NF-κB activity, increasing transcriptional regulation and expression of anti-apoptotic genes^10^. Thus, the inhibition or modulation of NF-κB and its downstream targets has been proposed as an important target for the development of therapeutic approaches against this disease and the resistance to platinum agents^11^. In previous work, we investigated the alteration in gene transcription patterns between sensitive and OXA-acquired resistant human CRC cell lines. Our results led us to hypothesize that the NF-κB signalling pathway was an important contributor in the development of OXA resistance in this model^12^ and that a reasonable strategy for CRC cancer treatment may be the combination of OXA-based chemotherapy with compounds active against NF-κB. One such compound is Curcumin (diferuloylmethane), the major active ingredient of turmeric (*Curcuma longa*). Curcumin, with no discernable toxicity, inhibits the growth of transformed cells^13^,^14^ and also has been shown to suppress initiation, promotion, and progression of colon carcinogenesis in induced rodent models^15^. In the past few years, several studies have demonstrated that Curcumin inhibits NF-κB activity and down-regulates the expression of NF-κB regulated gene products in different cell types at nontoxic concentrations in humans, leading to the suppression of proliferation, cell cycle arrest and induction of apoptosis^16^,^17^. It has also been reported that Curcumin enhances the effect of diverse anti-cancer drugs against CRC, including OXA and 5- fluorouracil, both in *in vitro* and *in vivo* models^18^,^19^,^20^,^21^,^22^,^23^. The anti-tumour activity and safety of Curcumin has been extensively studied in humans, and several clinical trials are on-going in order to evaluate new formulations with greater bioavailability and combinations with conventional chemotherapy^24^,^25^,^26^. Despite its poor systemic bioavailability, Curcumin has been reported to distribute in gastrointestinal tract to a great extent and is independent of systemic availability, demonstrating the potential to prevent and reduce CRC^27^.

The aims of this work were firstly, to demonstrate that the NF-κB pathway was hyper-activated in CRC cells with acquired resistance to OXA and to evaluate whether the combined treatment of Curcumin and OXA could revert this phenotype and secondly, to find one or more predictive markers for the effectiveness of this combination that could be used in the selection of patients with high probability to respond to this treatment.

## Results

### The NF-κB pathway is hyperactivated in CRC cell lines with acquired resistance to OXA

Previous results from our group suggested an important role for the NF-κB pathway in OXA resistance acquisition in *in vitro* models^12^. In the present work, we tried to demonstrate this hypothesis by first investigating the NF-κB basal status in 3 CRC Cell lines (HT29, LoVo and DLD1) and their corresponding OXA-resistant derived sub-lines (HTOXAR3, LoVOXAR3 and DLDOXAR3, respectively). As shown in Fig. 1 all the cell lines had constitutively phosphorylated p65 subunit at Ser536 which is considered an indicator of this pathway’s activity^9^. However, we observed an increase in this phosphorylation in HTOXAR3 (Fig. 1a,b) and DLDOXAR3 (Fig. 1a,d) as compared with their parental cell lines. Besides this, increased levels of phosphorylated IκBα at Ser32/36 residues, indicating degradation of this NF-κB inhibitor by the proteasome and p65 nuclear translocation, were also found in all three resistant cell lines in comparison with their respective parental ones. Taking into account that Survivin, Bcl-2 and Cyclin D1 have all been shown to be transcriptionally regulated by NF-κB^6^, we examined the basal expression levels of these proteins by western blot. We observed that all of them were significantly overexpressed in HTOXAR3 as compared to HT29 cells (Fig. 1a,b). In the case of the LoVo/LoVOXAR3 pair we observed a significant increase in Bcl-2 and Cyclin D1 protein expression in the resistant cell line (Fig. 1a,c) while only Survivin protein expression showed statistically significant differences between DLDOXAR3 and DLD1 (Fig. 1a,d). The Serine/threonine kinase Akt plays a critical role in proliferation and cell survival and its implication in the activation of anti-apoptotic mechanisms such as those driven by NF-κB is well documented^28^,^29^. In agreement with this, in our previous study we reported increased levels of *AKT1* mRNA in OXA-resistant cell lines^12^. Here we also demonstrate a significantly increased phosphorylation of Akt at Ser473 in HTOXAR3 as compared to HT29 cells (Fig. 1a,b) suggesting a possible role for Akt in the NF-κB pathway activation in the HTOXAR3 cell line.

Taken together, our results indicate that the NF-κB pathway is hyper-activated as a result of OXA resistance acquisition, especially in the HTOXAR3 resistant cell line. In addition, through immunocytochemistry experiments, we corroborated this finding since the HTOXAR3 cell line showed increased p65 nuclear staining compared to HT29 (Fig. 1e). Therefore, we used the HT29/HTOXAR3 pair as a model to perform most of the subsequent analysis.

### OXA induces NF-κB activation in CRC cells

NF-κB pathway could be activated through two mechanisms: signals that originate at cell receptors and signals that originate in the nucleus in response to DNA damage. Treatment with OXA potentiated NF-κB activation in different cell types, including CRC cell lines^10^,^30^. Accordingly, we assessed the phosphorylation status of p65 and IκBα, and the expression of three NF-κB target genes in HT29 and HTOXAR3 cell lines after short OXA-exposure times (0 to 120 min) and after 24 h of OXA treatment at 10 and 30 μM (IC50 values), respectively. We observed that OXA induced a fast phosphorylation of p65 and IκBα after the first 15 min of treatment and potentiated the expression of Bcl-2, Survivin and Cyclin D1 in both cell lines. Despite a slightly decrease in the expression of these proteins was observed after 30’ post-treatment, higher levels as compared to non-treated cells were maintained until at least 120’ after OXA treatment. Interestingly, we observed a trend to a more evident activation in HT29 as compared with HTOXAR3 cell line (Fig. 2a and Supplementary Fig. S1). In fact, these differences were more evident after a 24 h exposure since p65 and IκBα phosphorylation and Bcl-2 and Survivin expression increased in HT29 but not in HTOXAR3 cell line in a statistically significant way. In contrast, Cyclin D1 protein levels decreased significantly in both cell lines, this effect being more evident in the parental cell line. As previously described in HT29 cells^31^ we did not observe a significant IκBα protein degradation (Fig. 2b,c). When NF-κB is activated, the p65 subunit translocates to the cell nucleus. To confirm that OXA treatment promotes p65 nuclear translocation, HT29 cells were treated with OXA (10 μM) for varying lengths of times, and p65 expression in nuclear and cytoplasmic extracts was analysed by western blot. Nuclear p65 increased as early as 15 min after OXA exposure (Fig. 2d) and was sustained at least after 24 h of OXA treatment (Fig. 2e). TNFα was used as a positive control due to its ability to activate the NF-κB pathway.

Collectively, these results suggest that the combination of OXA with an NF-κB inhibitor could be an appropriate strategy to revert OXA resistance in our *in vitro* model. We tried that our work was the most closed to the clinics as possible. More than 700 different inhibitors of NF-κB have been reported, yet no blocker of this transcription factor has been approved for human use. We therefore selected the natural compound Curcumin (*diferuloylmethane*) in order to block NF-κB activation in our cells due to its strong ability to inhibit this pathway and its low toxicity profile in humans as reported in several phase I and II clinical trials^32^,^33^,^34^.

### Concomitant treatment OXA plus Curcumin for 24 hours reverts OXA resistance in CRC cells

A panel of 3 CRC cell lines and their respective OXA-resistant cells were treated with increasing concentrations of Curcumin for 24 h. Curcumin decreased cell proliferation of all cell lines in a dose-dependent manner (IC50 range 9.5–14.6 μM). Importantly, HTOXAR3 and LoVOXAR3 (Supplementary Fig. S2a,b) cells were more resistant to Curcumin treatment as compared with HT29 and LoVo cell lines whereas DLDOXAR3 cells were more sensitive than their parental sensitive cell line, DLD1 (Supplementary Fig. S2c). Next we wanted to determine the most synergistic combination between OXA and Curcumin. To do that, HTOXAR3 resistant cells were treated with different combination schedules, with the most synergistic being the concomitant treatment of both drugs for 24 h, where the CI was <1 from IC40 onwards, CI = 1 at IC30 and was slightly higher than 1 at very low doses (IC10 and 20) (Fig. 3a). Therefore, we decided to use this combination in order to evaluate the effect of Curcumin on the reversion of OXA-acquired resistance in our models. We observed that this schedule significantly decreased cell proliferation of both HT29 and HTOXAR3 cell lines (Fig. 3b,c) as compared with individual treatments. Remarkably, this reduction of cell viability was more evident in the HTOXAR3 cell line where in fact the combined treatment was able to revert the OXA-acquired resistance phenotype leading to a 65% reduction in the OXA IC50 (10.6 ± 2.2 μM with the combination vs. 30.2 ± 4.2 μM in individual treatment) and brought it closer to that of the HT29 sensitive cell line (8.45 ± 1.6 μM) (Fig. 3d). While in the HT29 cell line, the combination of Curcumin plus OXA was additive at the IC50 of these drugs and synergistic at doses higher than the IC50, in the resistant HTOXAR3 cells, the treatment started to be synergistic at the IC50 (Fig. 3e). Clonogenic assays revealed that while both drugs reduced the number of colonies as compared with untreated cells, their combination led to a complete absence of colonies in both HT29 and HTOXAR3 cells (Fig. 3f). In order to determine if these results could be explained by an increased cell death after the combined treatment, HT29 and HTOXAR3 cells were treated with OXA, Curcumin or their combination at their respective IC50 doses for 24, 48 and 72 h. As can be seen in Fig. 3g, OXA induced cell death rates below 25% after 72 h of treatment in both cell lines while in the case of Curcumin alone these rates were less than 10% in all cases. However the percentage of dead cells was increased after treatment with OXA plus Curcumin for 72 h in HT29 cells and for 48 and 72 h in HTOXAR3 only as compared with Curcumin alone. Similar results were obtained in the LoVo/LoVOXAR3 pair although an additive effect was observed only at high doses (IC90) of the two drugs in both cell lines (Supplementary Fig. S3).

In summary, these results suggest that the addition of Curcumin to OXA treatment sensitizes CRC cells to the latter, with this effect more evident in the OXA-resistant cell lines.

### Curcumin inhibits the OXA-induced activation of NF-κB and decreases the expression of NF-κB anti-apoptotic and pro-proliferative gene products

In view of our results, we wanted to study the effect of the addition of Curcumin on OXA treatment at the molecular level. We first investigated the effect of Curcumin as a single agent on NF-κB inhibition. HT29 and HTOXAR3 cells were treated with Curcumin at 10 and 20 μM for 24 h. As expected, Curcumin decreased p65 phosphorylation and Survivin expression in a dose-dependent manner in both cell lines (Fig. 4a). Next, both cell lines were treated with OXA and OXA plus Curcumin at IC50 doses for short exposure times (0 to 120 min) and for 24 h. Results in Fig. 4b show that, in HT29/HTOXAR3 cells, the addition of Curcumin significantly decreased the OXA-induced phosphorylation of p65 (p < 0.001/p = 0.04) and IκBα (p < 0.05/p = 0.02) as well as the expression of Bcl-2 (p < 0.03/p < 0.01), Survivin (p < 0.001/p = 0.02) and Cyclin D1 (p < 0.001/p = 0.04) after short treatment times. Similar results were observed after a 24 h-treatment, although they did not reach statistical significance (Fig. 4c). We also studied how the addition of Curcumin affected the OXA-induced p65 nuclear translocation. As shown in Fig. 4d,e, levels of nuclear p65 were decreased in all cases when HT29 cells were treated with OXA plus Curcumin as compared with OXA alone.

These results suggest that at least in part, the effects of Curcumin alone and in combination with OXA may be mediated by the inhibition of the NF-κB signalling cascade.

### Treatment with Curcumin and OXA induces different gene expression patterns between OXA-sensitive and -resistant cell lines

Our results indicate that the combination of Curcumin and OXA is more effective and synergistic in HTOXAR3 cell line, in which the NF-κB pathway is hyper-activated, as compared with its sensitive-parental cell line, HT29. Given that NF-κB is a transcription factor, we wanted to investigate whether a specific transcriptomic pattern was associated with this differential effect. Total RNA from HT29 and HTOXAR3 cells was obtained after vehicle treatment and after a 24 h-treatment with OXA or OXA plus Curcumin at IC50 doses and global transcriptional profiling was assessed using microarrays. 

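The profiling used 18 one-colour Agilent human arrays, with 3 replicates of each of 6 groups. HT29 is a human colorectal adenocarcinoma cell line, and HTOXAR3 is the OXA-resistant subline obtained from it by continuous exposure to increasing doses of OXA. Each line was profiled without drug, after 24 h with OXA and after 24 h with OXA plus Curcumin. OXA was given at 10 µM to HT29 and at 30 µM to HTOXAR3, and Curcumin at 10 µM to both lines, so that a comparison of the lines after treatment also compares 2 doses of OXA. The basal groups are named untreated in the sample labels and vehicle-treated in the results, and are called untreated here. Cells treated with Curcumin alone were not analysed here.
The deposited files hold the scanner's readings of each array before any normalization between arrays, as the mean intensity of each of 62976 spots and the median intensity of its local background. Between 52.4% and 63.6% of the 58717 non-control spots of an array were well above background. The group medians ran from 58.3% in untreated HTOXAR3 to 63.0% in HTOXAR3 after OXA. A single spot on a single array was saturated. The log2 intensities of any pair of arrays correlated at 0.995 or less, and those of 2 arrays of the same group at 0.985 or more.
The background was corrected with normexp (offset 0, a choice the text of the methods leaves open), and the arrays were made comparable by quantile normalization. Control spots and spots with an outlier flag were then left out and replicate spots of a probe were averaged. The probe with the highest mean intensity stood for each gene name, which reduced 50599 probes to 36204 names. An empirical Bayesian linear model (limma, lmFit and eBayes) was fitted to all 18 arrays, with 1 term per group. A gene was called where the p value adjusted by the Benjamini-Yekutieli (BY) method was below 0.05 and the fold change was above 1.2 in either direction. All changes are log2 differences of group means, with the standard error (SE) of the model.
The differential response to the combination is the interaction of cell line and treatment, that is, the change from untreated to OXA plus Curcumin in HTOXAR3 minus the same change in HT29. The basal difference and the differential response share the untreated arrays, which enter them with opposite signs. The arrays lay on 3 slides, and 1 of these held only 2 arrays, an untreated and an OXA-treated HT29. Having 3 arrays per group limits the precision of every value. A probe that is not well above background on any array of a group has only a bound there. Its change against a group that is not dim is then given as at least a certain fold, alone or beside the fitted value. For this the dim group is set, array by array, at the lowest signal of any probe well above background, or at the probe's own signal where that is higher. Differential responses that involve a dim group have no such bound, and their values, like those under alternative settings, are fitted ones.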

We were interested in genes that were altered as a consequence of the resistance acquisition process and at the same time, were differentially expressed after treatment with the combined treatment. At the significance cut-off thresholds (|FC| > 1.2 and q-value < 0.05) the results showed 4,237 regulated transcripts when comparing the two cell lines under basal conditions (among 36,204 genes including unique gene symbols and other transcripts). 

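Of 36204 gene names tested, 4177 were called between untreated HTOXAR3 and untreated HT29 by limma with BY adjustment. Their median absolute log2 difference was 0.63, and 1013 of them differed by more than 2-fold. An unadjusted p below 0.05 was reached by 10206 names, and 6146 were called with Benjamini-Hochberg (BH) adjustment. Among the alternatives tried, the fold-change minimum of 2 moved the count most, to those 1013 names. With any 1 of the 6 untreated arrays left out, between 3317 and 3545 names were called.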

A total of 2,303 transcripts were up-regulated and 2,034 down-regulated in HTOXAR3 relative to HT29, confirming the involvement of multiple genes and pathways in OXA acquired resistance. 

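In these arrays 2267 of the called names (54.3%) were higher and 1910 lower in untreated HTOXAR3 than in untreated HT29. The median log2 difference over all names was -0.03. Among called genes well above background on all 6 arrays, the largest rises were those of *DMKN* (log2 8.04, SE 0.11, adjusted p = 6.16e-14, limma with BY), *CLEC3A* (7.89, SE 0.16, adjusted p = 3.22e-12) and *CACNG6* (5.60, SE 0.11, adjusted p = 1.96e-12). *DMKN* had a mean log2 intensity of 13.26 ± 0.07 (SD, n = 3) in HTOXAR3 and 5.22 ± 0.27 (SD, n = 3) in HT29. The largest falls were those of *TM4SF4* (log2 -6.80, SE 0.09, adjusted p = 4.26e-14, limma with BY), *DDC* (-6.03, SE 0.14, adjusted p = 1.78e-11) and *KBTBD11* (-5.82, SE 0.15, adjusted p = 2.98e-11). *TM4SF4* stood at 7.70 ± 0.05 (SD, n = 3) in HTOXAR3 and at 14.49 ± 0.07 (SD, n = 3) in HT29. The dimmer of 2 *DDC* probes, well above background on 1 of 18 arrays, gave -1.15 (SE 0.47).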

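By limma with BY adjustment, 310 gene names had a response to OXA plus Curcumin that differed between the cell lines. For 116 of them (37.4%) the response of HTOXAR3 minus that of HT29 was above 0, and for 194 it was below. The median absolute log2 difference between the responses was 0.89, and 112 names passed 2-fold. At an unadjusted p below 0.05 there were 5202 names, and 1244 were called with BH adjustment. Setting the lines against each other after the combination, without subtracting their untreated levels, moved the count most and called 5023 names. A normexp offset of 50 and leaving out probes dim in every group also raised the count, with 308 and 309 of the 310 calls kept. Leaving out 1 array lowered the count in every case, to between 163 (without replicate 1 of untreated HTOXAR3) and 297.
Among called genes well above background on every array compared, the largest positive difference was that of *TRIM54* (log2 3.83, SE 0.17, adjusted p = 5.67e-07, limma with BY), whose probe lies on chromosome 2 of GRCh37 from 27530243 to 27530302. The combination took *TRIM54* from 5.84 ± 0.15 to 9.67 ± 0.19 (SD, n = 3 each) in HTOXAR3 and left it at 9.63 in HT29. *LINC00162* (*PICSAR*) and *SLC19A1* followed with differences of 2.19 (SE 0.13) and 2.16 (SE 0.21). Both fell after the combination in HT29, by 2.45 and by 3.42, and less in HTOXAR3. The largest negative differences among such genes were those of *PDE6G* (log2 -2.92, SE 0.12, adjusted p = 5.67e-07, limma with BY) and *SPON2* (-2.46, SE 0.25, adjusted p = 0.00129). *PDE6G* rose after the combination by 5.05 in HT29 and by 2.12 in HTOXAR3, and *SPON2* by 4.28 and by 1.82. Neither was called between the untreated lines (adjusted p = 1 for each, limma with BY).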

There were 656 differentially regulated transcripts in the differential response analysis to combination treatment, 261 ‘up’ and 395 ‘down’ in HTOXAR3 relative to HT29 (Supplementary Table S2).

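There were 173 gene names called in both the basal difference and the differential response, and in 77.5% of them the directions were opposite. Of these names, 103 were higher in untreated HTOXAR3 with a negative differential response, and 31 were lower with a positive one. Another 15 were higher and 24 lower in both comparisons. Opposite directions also arise without any change, because the untreated arrays are shared. At an unadjusted p below 0.05 in both comparisons, simulated arrays in which nothing changed gave 703 names, 100% of them with opposite directions. The measured arrays gave 3158 such names, 69.5% of them opposite. BH adjustment enlarged both lists most among the settings that keep the comparison, to 388 and 158 names.
In the list of 103, the median basal difference was 1.07 and the median differential response -0.91. OXA plus Curcumin changed these genes by a median of 0.65 in HT29 and of -0.29 in HTOXAR3. In HT29 the combination raised 65 of them and lowered 3, and in HTOXAR3 it raised 19 and lowered 45. The change was larger in HT29 for 59 genes (57.3%, two-sided exact binomial test, p = 0.167). After the combination 36 were still called higher in HTOXAR3, and 12 were called lower. In the list of 31, the median basal difference was -0.62 and the median differential response 0.82. Their median change was -0.27 in HT29, where 15 were lowered and 9 raised, and 0.70 in HTOXAR3, where 19 were raised and 5 lowered. Without replicate 1 of untreated HTOXAR3 the lists held 58 and 18 names, and no other left-out array gave fewer.

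**Figure D1:**
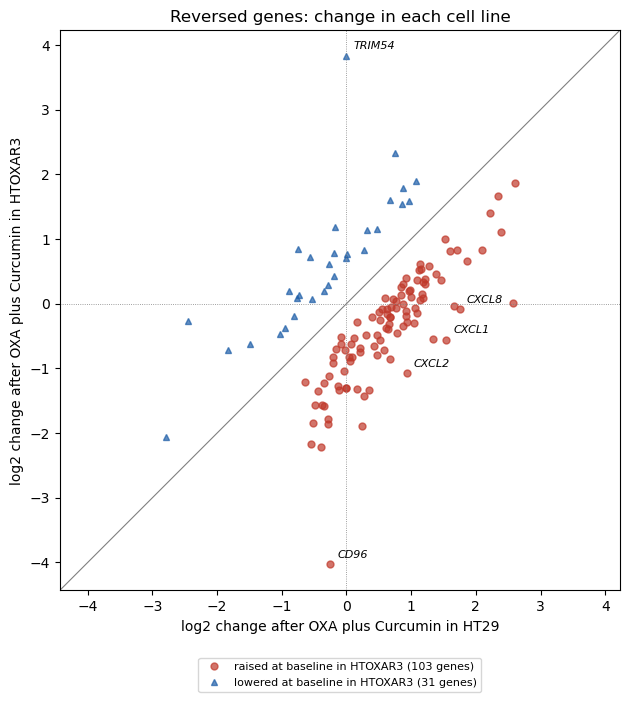
Log2 change after OXA plus Curcumin in HT29 (horizontal axis) and in HTOXAR3 (vertical axis) of the 103 genes raised (circles) and the 31 genes lowered (triangles) in untreated HTOXAR3 with a differential response of the opposite direction. Each point is a gene, as a difference of means of 3 arrays, and on the diagonal both lines change alike. *CXCL8* and *CXCL1* lie at positive changes in HT29, whereas *TRIM54* lies near 0 in HT29 and at a large change in HTOXAR3. *CD96* was not well above background in HT29.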

The intersection between both lists allowed us to identify 75 genes up-regulated by the combination treatment in HTOXAR3 relative to HT29 which were repressed under basal conditions, and 194 genes showing the opposite relationship (activated under basal conditions in HTOXAR3 cells and down-regulated by combination treatment in these cells than in the sensitive parental cell line, HT29) (Supplementary Figure S4). Exploratory functional enrichment analysis revealed the biological processes induced by the combination treatment (with GSEA overlap q-values < 0.00001): interferon gamma response, complement, epithelial to mesenchymal transition (EMT) and TNFα signalling via NF-κB in the 194 gene list and the TNFα signalling via NF-κB in the 75 gene list (Supplementary Table S3). This is in agreement with the central role of the NF-κB pathway in our OXA resistance acquisition model and supports the coherence of our dataset with prior evidence. In addition it would support the proposed mechanism of action by Curcumin acting through the same pathway.

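Enrichment was tested with gene lists written from general knowledge, which stand in for the hallmark sets of the paper, so the overlaps are with those lists only. A total of 28 one-sided Fisher's exact tests were made against 36156 genes, with BH adjustment over the 28. Among the 103 genes raised in untreated HTOXAR3 with a negative differential response, 6 were in the list of TNFα and NF-κB targets (*CXCL1*, *CXCL2*, *IER3*, *PLAU*, *PMEPA1* and *TUBB2A*) where 0.56 were expected by chance (odds ratio 11.7, adjusted p = 8.3e-05). The EMT list shared 6 genes (*CXCL1*, *CXCL8*, *LAMC1*, *PMEPA1*, *SPP1* and *TGFBI*, odds ratio 11.5, adjusted p = 8.3e-05), complement 5 (*APOBEC3F*, *CDA*, *CXCL1*, *S100A13* and *TIMP2*, odds ratio 9.53, adjusted p = 7.25e-04) and interferon gamma response 4 (*ISG15*, *MX1*, *SECTM1* and *VAMP5*, odds ratio 7.75, adjusted p = 0.00518). *CXCL1* counted in 3 of these lists. Among the 31 genes lowered in untreated HTOXAR3 with a positive differential response, 4 were TNFα and NF-κB targets (*BMP2*, *FJX1*, *KLF9* and *PLAUR*, odds ratio 27.9, adjusted p = 8.3e-05). The other lists shared at most 1 gene with those 31.
Counting only the 21846 genes well above background lowered the odds ratios for TNFα and NF-κB targets to 7.90 and 19. With the response measured against OXA alone in place of untreated cells, the lists held only 12 and 6 genes and no TNFα or NF-κB target (odds ratios of 0). Lists this short cannot tell whether the enrichment is lost. The same list was also enriched among all genes higher in untreated HTOXAR3 (40 genes, odds ratio 3.91, adjusted p = 2.35e-10) and among all genes lower there (35 genes, odds ratio 3.98, adjusted p = 1.37e-09).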

Among the top 10 genes fitting these criteria (Fig. 5) we observed that three pro-inflammatory CXC-chemokines, *CXCL8* (Interleukin-8), *CXCL1* (Gro-α) and *CXCL2* (Gro-β) that are primarily regulated by NF-κB^35^ were significantly up-regulated at basal level, and were more efficiently down-regulated after treatment with OXA plus Curcumin in the resistant cell line. Accordingly, functional enrichment analysis revealed cytokine signalling as one of the two molecular functions significantly overrepresented in this condition (Supplementary Figure S5). These results were validated through qRT-PCR experiments, confirming a basal overexpression of *CXCL8* (~10-fold), *CXCL1* (~6-fold) and *CXCL2* (~2.5-fold) in HTOXAR3 cell line as compared with HT29 (Fig. 6a). 

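The probes of *CXCL8*, *CXCL1* and *CXCL2* lie in the chemokine cluster of chromosome 4 (GRCh37), from 74609265 to 74609324, from 74736850 to 74736909 and from 74962985 to 74963044, and were well above background on all 18 arrays. *CXCL8* had a mean log2 intensity of 9.33 ± 0.01 in untreated HTOXAR3 and 6.70 ± 0.59 in untreated HT29 (SD, n = 3 each), a basal difference of 2.63 (SE 0.21, adjusted p = 4.53e-06, limma with BY). *CXCL1* stood at 12.14 ± 0.11 and 10.65 ± 0.32 (SD, n = 3 each), a difference of 1.48 (SE 0.13, adjusted p = 1.76e-05, limma with BY). For *CXCL2* the levels were 11.38 ± 0.10 and 10.35 ± 0.24 (SD, n = 3 each), and the difference was 1.03 (SE 0.13, adjusted p = 4.06e-04, limma with BY).
The differential response to OXA plus Curcumin was -1.84 for *CXCL8* (SE 0.29, adjusted p = 0.0368, limma with BY), -2.10 for *CXCL1* (SE 0.19, adjusted p = 5.55e-04) and -2.01 for *CXCL2* (SE 0.18, adjusted p = 5.61e-04). It was negative for all 3 genes under both other scalings of the arrays. Measured against OXA alone in place of untreated cells, the values were -0.45, -0.57 and -0.63, and none was then called, which for *CXCL1* and *CXCL2* was the largest shift. *CXCL8* shifted most, to 0.79, when the lines were compared after the combination without subtracting their untreated levels. The call of *CXCL8* lay close to the threshold. It was lost with slide as a block (-1.71), with only the 4 groups compared in the model and with any of 10 of the 12 arrays left out in turn, which gave values from -2.16 (without replicate 3 of untreated HT29) to -1.58 (without replicate 1). Modelling only the untreated arrays also cost the 3 basal differences their call.
A second probe of *CXCL1* gave 1.25 (SE 0.16) for the basal difference and -1.68 (SE 0.23) for the differential response, and a second probe of *CXCL2* gave 0.94 (SE 0.15) and -1.63 (SE 0.21). THC2544321, annotated on the array as a transcript of *CXCL8*, has its probe near that of *CXCL8*. It gave 2.89 (SE 0.17) for the basal difference and -2.57 (SE 0.24, adjusted p = 8.8e-04, limma with BY) for the differential response. The latter kept its call with any of the 12 arrays left out. However, THC2544321 was well above background on only 1 of 3 untreated HT29 arrays, which enter both values. The brightest probes of *CXCL1*, *CXCL2* and their paralog *CXCL3* matched each other at 20 to 22 of 60 bases at best. The second probes of *CXCL1* and *CXCL2*, whose sequences are alike over part of their length, were not compared in this way. Signal shared between those second probes therefore stays open. *CXCL3* was not called at baseline (0.41, SE 0.16, adjusted p = 1, limma with BY). Its differential response was -1.35 (SE 0.23, adjusted p = 0.0484, limma with BY), and that call was lost with any of 10 of the 12 arrays left out.
The paper relates the enrichment of TNFα signalling via NF-κB to a central role of that pathway in its OXA resistance model, and proposes that Curcumin acts through it. It takes these 3 chemokines forward as genes primarily regulated by NF-κB.

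**Figure D2:**
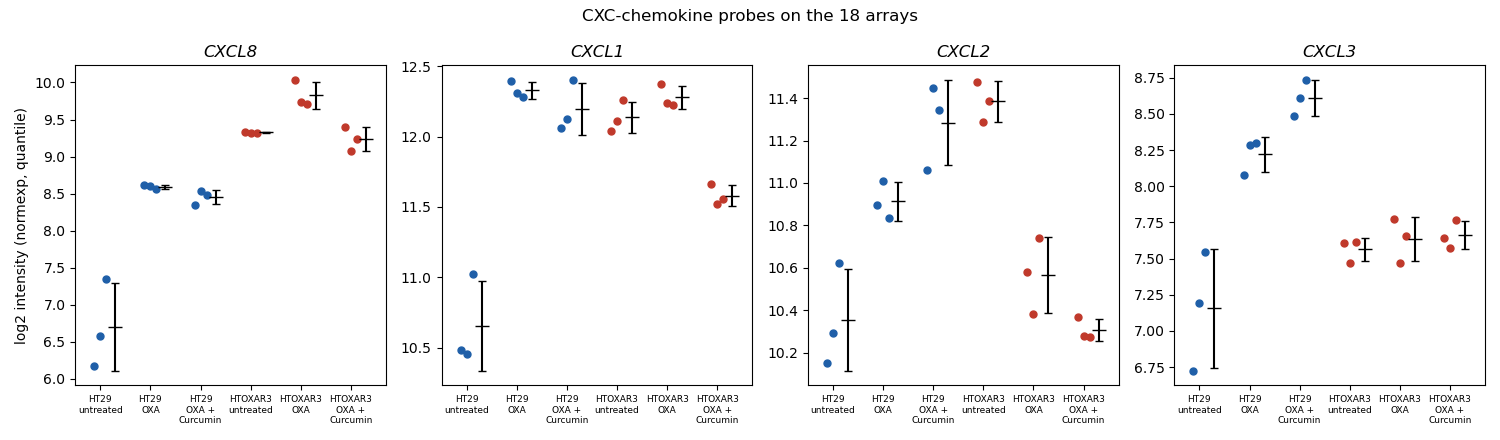
Log2 intensity (vertical axis, after normexp and quantile normalization) of *CXCL8*, *CXCL1*, *CXCL2* and *CXCL3* in the 6 groups (horizontal axis, HT29 in blue and HTOXAR3 in red). Points are arrays, and the bar beside them is the mean ± SD of 3 arrays. The vertical axes do not start at 0 and differ between genes. For *CXCL8*, untreated HT29 spans 6.17 to 7.34 and lies below every other array, and replicate 3 is the highest of the untreated HT29 arrays for all 4 genes.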

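Cytokine signalling was represented by a list of 135 genes of secreted cytokines, chemokines and growth factors, of which 133 were on the array. The list shared 4 genes (*CXCL1*, *CXCL2*, *CXCL8* and *SPP1*) with the 103 that were raised in untreated HTOXAR3 and had a negative differential response, against 0.38 expected (odds ratio 11.3, one-sided Fisher's exact test, BH adjusted p = 0.00149). With only genes well above background counted, the odds ratio was 11.5. The 31 genes with the opposite pattern held 1 of the list, *BMP2* (odds ratio 9.09, one-sided Fisher's exact test, BH adjusted p = 0.159). Of all genes higher in untreated HTOXAR3, 16 were in the list, against 8.34 expected (odds ratio 2.05, one-sided Fisher's exact test, BH adjusted p = 0.0164). Against the genes well above background, this last odds ratio was 1.86 and did not pass the threshold (BH adjusted p = 0.0694).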

The three chemokines were up-regulated after OXA treatment only in HT29 cells (*CXCL8* 3-fold, *CXCL1* 6-fold and *CXCL2* 2-fold; Fig. 6a). In the case of *CXCL2*, we observed a down-regulation in expression after OXA treatment in HTOXAR3 cells. Interestingly, the OXA-induced expression of *CXCL8* and *CXCL1* was significantly attenuated by the addition of Curcumin in the resistant cell line but not in the sensitive one (Fig. 6a). Down-regulation of *CXCL2* with regards to basal conditions was also observed in the HTOXAR3 cell line after concomitant treatment (Fig. 6a). In view of these results, we investigated the effect of a 24 h-treatment with Curcumin as a single agent at different doses, on the expression of *CXCL8* and *CXCL1* observing a significant reduction in a dose-dependent manner only in the resistant cell line while in HT29 cells, this reduction was only observed at very high doses (Fig. 6b). ELISA-based analysis of HT29 and HTOXAR3 conditioned media revealed similar results at protein-secreted levels (Fig. 6c).

### *CXCL8* and *CXCL1* siRNA-mediated gene silencing sensitizes HTOXAR3 resistant cells through the inhibition of the NF-κB signalling pathway

To confirm the specific role of CXCL8 and CXCL1 on OXA resistance acquisition in HTOXAR3 cells, we transiently silenced their gene expression by using siRNA oligonucleotides. We assessed the cytotoxicity of OXA by MTT assay in control cells (siNTC) and *CXCL8* or *CXCL1* knockdown cells (siCXCL8 or siCXCL1, respectively). Forty-eight hours after gene silencing, cells were seeded in 96-well plates and treated for 24 h with doses of OXA ranging 0–100 μM. *CXCL8* and *CXCL1* knockdown efficiency was ~90% and ~60% at mRNA level, respectively (insets on Fig. 7a,b). Under these conditions, we found that *CXCL8* and *CXCL1* gene silencing in HTOXAR3 led to a 35% and a 20% decrease in OXA IC50 value as compared to siNTC cells, respectively (Fig. 7a,b).

CXCL8 and CXCL1 have been reported to act as autocrine growth factors through the induction of NF-κB transcriptional activity^10^,^36^,^37^,^38^. Thus, we investigated NF-κB activation by western blot under *CXCL8* and *CXCL1* gene silencing conditions. As expected, phosphorylated IκBα and Bcl-2 and Survivin protein expression levels were decreased in siCXCL8 and siCXCL1 cells as compared with siNTC cells. We also observed a decrease in Akt phosphorylation after silencing of both genes (Fig. 7c,d).

Globally, our results support first, the probable role of CXCL8 and CXCL1 chemokines in the OXA resistance acquisition process through the activation of the Akt/NF-κB pathway and second, their implication in the synergism and greater efficacy of OXA plus Curcumin treatment in OXA-resistant cells. Accordingly, the expression levels of *CXCL8* and *CXCL1* could be used as predictive markers of this combination’s effectiveness.

### Evaluation of CXCL8 and CXCL1 as predictive markers of OXA plus Curcumin treatment effectiveness

In order to evaluate the potential of CXCL8 and CXCL1 as predictive biomarkers of OXA plus Curcumin treatment response, we analysed gene expression of both chemokines in a panel of 8 FFPE samples from explant cultures of CRC patients-derived liver metastases, that were treated with OXA or OXA plus Curcumin or vehicle (DMSO) for 24 h. Response to each treatment was assessed by means of decreasing proliferation and/or apoptosis activation as indicated by ki-67 and cleaved caspase-3 inmunohistochemistry staining, respectively^34^. The RNA concentrations obtained from these samples ranged (20–75 ng/μL) and under our qRT-PCR conditions we were unable to detect *CXCL8* expression. According to our *in vitro* results, we observed an increase of CXCL1 expression in 6/8 explants treated with OXA that was attenuated by the addition of Curcumin in 5/6 explants (Fig. 8a,b). We then studied the expression patterns of *CXCL1* according to “response” to treatment. To do this, we assigned each case a score according to changes in ki-67 and cleaved caspase 3 staining after treatments (compared to vehicle). Thus, a score of 2 meant that ki-67 decreased and cleaved caspase 3 increased significantly after treatment; score 1 meant that ki-67 decreased or cleaved caspase 3 increased and score 0 meant that neither of them was changed according to this criteria. Interestingly, other authors have used a similar approach before^39^. As shown in Fig. 8c, explants p93 and p141 were the only ones with a score = 2 when treated with Curcumin + OXA and interestingly, they had the highest *CXCL1* basal levels as compared to explants with score 1 or 0. Although these results were obtained in a very few cases, they are in agreement with those obtained *in vitro* supporting the idea that those patients whose tumours present high *CXCL1* levels (basally or after treatment with OXA-based chemotherapy) would be suitable candidates to be treated with a combination of Curcumin plus OXA (Fig. 8d). Whether this also applies to CXCL8, remains to be elucidated. Further clinical studies are on going in order to investigate these hypotheses.

## Discussion

Chemotherapy schedules based on OXA combinations are essential in the clinical management of metastatic CRC patients. However, resistance phenomena remain one of the principal problems hindering treatment success. In previous work we found that the deregulation of the NF-κB signalling pathway could be an important mechanism of OXA-resistance acquisition in our *in vitro* models^12^. The role of elevated NF-κB activity in the resistance of CRC cells to OXA-induced cell death was previously demonstrated^30^ and in agreement with other studies^40^, results presented here indicate that NF-κB is constitutively active in all the CRC cell lines examined; however, we found that those cell lines with acquired resistance to OXA exhibited an increased activation of this pathway as compared to their matched sensitive parental cells, especially the HTOXAR3 resistant model, suggesting a role for NF-κB and its downstream targets in the development of the drug-resistant phenotype. This fact was reported to be associated with the acquisition of a mesenchymal phenotype along the OXA-resistance acquisition process^41^,^42^ and according to this, our exploratory functional enrichment analysis revealed EMT as one of the top hallmarks in the list of genes that were up-regulated in HTOXAR3 cell line in comparison with HT29 cells (Supplementary Table S3). Therefore our results could be explained in part by an EMT process in OXA resistant cells.

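Of the 199 genes of the EMT list, all of them on the array, 41 were called higher in untreated HTOXAR3 than in untreated HT29, against 12.5 expected by chance (odds ratio 3.93, one-sided Fisher's exact test, BH adjusted p = 1.72e-10). With genes well above background as the background set, the odds ratio was 3.60. Another 19 genes of the same list were called lower in HTOXAR3, against 10.5 expected (odds ratio 1.9, one-sided Fisher's exact test, BH adjusted p = 0.0164). Against the genes well above background, the odds ratio of this second group was 1.63 and no longer passed the threshold (BH adjusted p = 0.0776). Other lists were also enriched among the genes higher in HTOXAR3. Interferon gamma response shared 42 (odds ratio 4.27, one-sided Fisher's exact test, BH adjusted p = 2.01e-11) and complement 30 (odds ratio 2.71, BH adjusted p = 3.37e-05). Both were also enriched among the genes lower in HTOXAR3, interferon gamma response with 19 (odds ratio 1.99, one-sided Fisher's exact test, BH adjusted p = 0.0132) and complement with 24 (odds ratio 2.51, BH adjusted p = 3.8e-04). Against the genes well above background, complement still passed among the lower genes (BH adjusted p = 0.00998), and interferon gamma response did not (BH adjusted p = 0.277).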

Similarly to other conventional anticancer drugs^43^,^44^, administration of OXA further potentiates NF-κB activity, increasing transcriptional regulation and expression of anti-apoptotic genes^10^. Consistent with this, our results indicate that OXA activates NF-κB in HT29 and HTOXAR3 cell lines through the classical pathway: IκBα and p65 phosphorylation, p65 nuclear translocation and expression of NF-κB-regulated genes, including Bcl-2 and Survivin. However, in agreement with other authors, we did not observe IκBα degradation after OXA exposure. It seems that HT29 cells display a NF-κB-dependent inflammatory response with final induction of target genes expression but at the same time, they are unable to degrade IκBα, probably because of a defective proteasome system or by low levels of IKK activation^31^,^45^,^46^. Importantly, we observed that NF-κB activation occurred very rapidly after OXA treatment, probably through the activation of death receptors, such as TNFR family^47^, but it was significantly sustained after treatment for 24 h only in the parental-sensitive HT29 cell line. This activation after OXA treatment could be due to the well-known capacity of OXA to induce both oxidative cellular stress and DNA damage. 

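Of a list of 166 DNA repair genes, 165 were on the array, and 27 of these were called between untreated HTOXAR3 and untreated HT29 by limma with BY adjustment. In HTOXAR3, 19 were higher (70.4%; *CDK7*, *CETN2*, *DCLRE1A*, *EXO1*, *FAN1*, *FANCE*, *FANCG*, *GTF2H4*, *MLH3*, *MNAT1*, *MSH6*, *PARP3*, *POLE2*, *POLH*, *RAD51D*, *RAD54L*, *RNF8*, *TDP1* and *TREX1*), and 8 were lower (*BARD1*, *DDB1*, *FANCF*, *GTF2H1*, *PMS1*, *POLM*, *REV3L* and *XRCC5*). Among all called genes 54.3% were higher, and the difference between these shares was not significant (two-sided exact binomial test, p = 0.121). Against all genes on the array, the list was enriched among the genes higher in HTOXAR3 (odds ratio 1.95, one-sided Fisher's exact test, BH adjusted p = 0.0155), but not against the genes well above background (odds ratio 1.19, BH adjusted p = 0.368). It was not enriched among the genes lower in HTOXAR3 (odds ratio 0.91). Adjusted over the list alone, 21 were higher and 12 lower. Slide as a block moved the share most, to 53.8%, and leaving out 1 array gave shares from 55.6% (without replicate 2 of untreated HTOXAR3) to 68.4%. The median log2 difference over the 165 genes was 0.05.
Of a list of 59 DNA damage response genes, 11 were called. Both DNA lists were written from general knowledge and can differ from the paper's own. *CRY1*, *MAPK12*, *PHLDA3* and *TP53I3* were higher in HTOXAR3, and *ATM*, *CHEK2*, *GADD45A*, *PLK3*, *RAD1*, *TNFRSF10B* and *WEE1* were lower. The share that was higher (4 of 11) did not differ significantly from the 54.3% among all called genes (two-sided exact binomial test, p = 0.365). Adjusted over the list alone, 7 were higher and 9 lower. Their median log2 difference was 0.01.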

Differences observed between both cell lines could be explained by the tolerability of HTOXAR3 to this damage; this would be reinforced by the fact that most of the DNA repair genes found to be differentially expressed in our microarray experiments between sensitive and resistant cells, were overexpressed in the latter (17/25) while expression of genes encoding for DNA damage response proteins, were down-regulated in this cell line indicating an adaptation to DNA damage and in consequence contributing to an attenuated NF-κB activation after OXA treatment (Supplementary Table S4). We also observed a drastic reduction in Cyclin D1 protein levels after OXA treatment. Cyclin D1 regulates the G1 to S phase transition, being synthesized during the G1 phase and degraded as the cell enters the S phase^48^. As other authors and we have reported, a 24-h OXA treatment causes S-phase accumulation in HT29 cells^49^,^50^; this effect could explain the Cyclin D1 protein decrease after this time of OXA treatment. Targeting of NF-κB has been explored extensively as a therapeutic strategy against cancer and Curcumin has been demonstrated to suppress NF-κB activation and NF-κB-dependent gene expression^6^. As expected, we found that Curcumin suppressed constitutive and OXA-induced NF-κB activation as well as proliferation^13^,^21^ and it was able to sensitize CRC cells to OXA treatment. Indeed, the concomitant treatment of Curcumin and OXA led to a significant suppression of cell proliferation and colony formation as compared to either treatment alone in LoVo and HT29 cells. The combination was especially efficacious in their corresponding OXA-resistant derived LoVOXAR3 and HTOXAR3 cells. This observation was also reported by Howells *et al.*^19^. Drug combination experiments revealed that the concomitant treatment was more synergistic in the HTOXAR3 cell line than in the HT29 cell line and in fact, this treatment reverted the resistance to OXA in the former. However, under the same conditions, no synergism was found between the two drugs in the LoVo/LoVOXAR3 pair. These differences could be partly explained by differences of genetic features between the two *in vitro* models, by the fact that the NF-κB pathway was not so evidently hyperactivated in LoVOXAR3 cells or by the necessity to test specific combination schedules in these cell lines in order to find the most synergistic one in this model. We found this effect was not associated with an increase in cell death after 24 h treatment which was in line with other studies^50^. Taken together, these results are of paramount interest because they suggest that a suboptimal concentration of OXA could be used in combination with Curcumin leading to similar efficacy but minimizing toxicity.

We then wanted to know whether a specific gene expression pattern in the HTOXAR3 cell line was associated with the greater efficacy of OXA plus Curcumin. Three NF-κB-transcriptionally regulated CXC-chemokines, *CXCL8*, *CXCL1* and *CXCL2*, were highly overexpressed as a result of OXA-resistance acquisition in the HTOXAR3 cell line and at the same time were specifically down-regulated after treatment with OXA plus Curcumin in these cells. These pro-inflammatory chemokines play an important role in regulating CRC progression, angiogenesis and metastasis^51^, processes that have been associated with OXA resistance^42^. 

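Within HT29, OXA plus Curcumin raised *CXCL8* by 1.75 (SE 0.21, adjusted p = 1.55e-04, limma with BY), *CXCL1* by 1.54 (SE 0.13, adjusted p = 7.94e-06) and *CXCL2* by 0.93 (SE 0.13, adjusted p = 6.38e-04) on the log2 scale. Within HTOXAR3, *CXCL2* fell by 1.08 (SE 0.13, adjusted p = 1.81e-04, limma with BY). The change of *CXCL1* was -0.56 (SE 0.13, adjusted p = 0.061, limma with BY), which was called with normexp offsets of 16 and 50, with BH adjustment and with dim probes left out. That of *CXCL8* was -0.09 (SE 0.21, adjusted p = 1, limma with BY) and smaller than the spread between replicates. The directions of change within the lines were kept under both other scalings of the arrays.
After the combination, *CXCL8* was still 1.72-fold higher in HTOXAR3 than in HT29 but not called (adjusted p = 0.134, limma with BY), although it was called with BH adjustment. In contrast, *CXCL1* (log2 -0.62, SE 0.13, adjusted p = 0.0364) and *CXCL2* (-0.98, SE 0.13, adjusted p = 5.66e-04) were lower in HTOXAR3.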

The effect of chemotherapy on *CXCL8*^52^,^53^, *CXCL1* and *CXCL2*^54^ gene transcription has been described elsewhere. For example, Wilson *et al.* showed that OXA treatment induced *CXCL8* and *CXCL1* gene expression and potentiated NF-κB activation^10^. Similarly, we show that OXA treatment strongly induced CXCL8 and CXCL1 gene and protein expression only in the HT29 OXA-sensitive cells, which was in agreement with results of NF-κB activation after 24 h of treatment with OXA only in this cell line. Curcumin has been demonstrated to down-regulate the expression of CXCL1 and CXCL8^55^,^56^, interestingly the addition of Curcumin to OXA treatment suppressed these chemokines’ expression only in the OXA-resistant HTOXAR3 cell line. In summary, this finding suggests the implication of these two chemokines in the observed greater efficacy and synergism of OXA and Curcumin in the OXA-resistant cells. We further demonstrated that overexpression of *CXCL8* and *CXCL1* is indeed affecting OXA-resistance acquisition since their gene silencing led to a significant although slight sensitization of HTOXAR3 cells.

CXCL8 and CXCL1 can be secreted and promote positive autocrine and/or paracrine feedback loops through their binding to the CXC receptors CXCR1 and CXCR2 which in turn activates the NF-κB signalling pathway^10^. We show that this also happened in our model as CXCL8 and CXCL1 gene silencing was associated with decreased phosphorylation of IκBα and reduced protein levels of Bcl-2 and Survivin in HTOXAR3 cells. Under these conditions we also observed a decrease in Akt phosphorylation, which suggests that at least in part, the observed NF-κB hyperactivation in the resistant cell line could be a result of an acquired increased activation of Akt. These results are supported by prior studies indicating that overexpression of *CXCL8* causes phosphorylation of Akt and NF-κB activation in the HCT116 CRC cell line^57^. This signalling pathway has been associated with resistance to OXA in prostate cancer cells^10^ and treatment with a CXCR2 antagonist such as SCH-527123, sensitizes cells to OXA in preclinical colon cancer models^58^. We propose that not only the inhibition of NF-κB *per se*, but also the binding of chemokines to receptors that activate this pathway could be useful strategies in increasing the efficacy of OXA in CRC. Finally, we tried to translate our results to the clinical setting. Facing the impossibility of finding samples from patients treated with Curcumin, we took advantage of previous work from our collaborators in which they utilised patient-derived colorectal liver metastases explant cultures treated with different schedules containing Curcumin^34^. In order to mimic our *in vitro* experiments, we chose those explants that were treated with OXA or OXA + Curcumin. We found that, treatment with OXA also induced the expression of CXCL1 that was repressed by the addition of Curcumin. Interestingly, the explants with best “response” to OXA + Curcumin, were those with the highest basal levels of CXCL1, suggesting that this chemokine could be a good predictive marker for this treatment. These results are not definitive yet they lead us to hypothesize that i) in some cases, the addition of Curcumin to OXA could lead to a more efficacious treatment, permitting dose reduction of the latter and avoiding toxicity; ii) combinations of Curcumin + OXA could be an effective treatment in metastatic CRC patients, including those that had progressed to an OXA-based first line. In this case, we have to be careful and take into account that those patients developing toxicity to the first-line treatment would not be candidates to a second-line with OXA and iii) the measurement of CXCL1 (and probably CXCL8) in tumours (but also in serum) could serve to identify those patients that are more likely to respond to OXA + Curcumin. Clinical trials such as the one that is being coordinated by the Howells’ group in Leicester (NCT01490996; www.ClinicalTrials.gov) are warranted in order to validate these results and to establish the best conditions to include this compound in the clinical management of CRC patients.

## Materials and Methods

### Cell lines

Human tumor-derived colorectal adenocarcinoma HT29, LoVo, and DLD1 cell lines (American Type Culture Collection) were used as the parental cells to obtain the oxaliplatin-resistant sublines HTOXAR3, LoVOXAR3 and DLDOXAR3, respectively as a result of continuous exposure to increasing doses of OXA as described previously^12^. Cell lines were grown as monolayer in RPMI 1640 (Invitrogen, Life Technologies) medium (DLD1 and DLDOXAR3) and DMEM (Invitrogen, Life Technologies) medium (HT29 and HTOXAR3) supplemented with 10% of heat-inactivated FCS (Reactiva), 400 units/mL penicillin, 40 μg/mL gentamicin, 2 mmol/L L-glutamine (Sigma), and 10 mmol/L HEPES (Sigma). LoVo and LoVOXAR3 cells were grown in Ham’s F-12 (Invitrogen, Life Technologies) with 20% FCS (Reactiva), 200 units/mL penicillin, and 20 μg/mL gentamicin.All cell lines were cultured at 37 °C in a humidified atmosphere of 5% CO_2_. Cells were periodically tested for Mycoplasma contamination and were authenticated by short tandem repeat profiling.

### Samples from explant cultures of patient-derived tissues

FFPE explant cultures were a gift of Dr. Lynne Howells (University of Leicester). Procedures for their obtaining, culture, treatment and response evaluation are described in^34^. These samples were obtained from tumours from patients undergoing surgical resection for colorectal liver metastases at University Hospitals of Leicester NHS Trust. Ethical approval for this fully anonymised, excess tissue study was granted by Leicestershire, Northamptonshire and Rutland Ethics Committee (REC reference 09/H0402/45). Additionally, the Clinical Research Ethical Committee from Hospital Germans Trias i Pujol provided approval for the study.

### Drugs

OXA and Curcumin (Sigma) were prepared in water and in absolute ethanol respectively at a concentration of 10 mM and stored at −20 °C. Further dilutions of each drug were made in culture medium to final concentrations before use.

### Western blot analysis

Cells were homogenized in RIPA plus buffer [Phosphate Buffered Saline (PBS); NP-40 1%; Na deoxycholate 0.5%; SDS 0.1%; EDTA 1 mM; NaF 50 mM; NaVO_3_ 5 mM] containing a cocktail of EDTA-free protease inhibitors (Roche). Protein concentration was determined by the Bradford method by using the DC™Protein Assay (Bio-Rad) and bovine serum albumin as a standard. Fifty micrograms of protein were loaded and subjected to electrophoresis in 10% SDS-PAGE gels (Invitrogen, Life Technologies) and transferred onto PVDF membranes (Bio-Rad). After 1 h of blocking (LICOR Biosciences) membranes were incubated overnight at 4 °C using specific primary antibodies against phospho-p65 Ser536 (Merck-Millipore, 1:2000), p65 (Cell Signaling, 1:1000), phospho-IκBα Ser32/36 (Cell Signaling 1:1000), IκBα (Abcam, 1:1000) Bcl-2 (Abcam, 1:1000), Cyclin D1 (Abcam, 1:1000), Survivin (Abcam, 1:1000), phospho-Akt (Cell Signaling, 1:1000) and Akt (Cell Signaling, 1:1000). Mouse monoclonal anti-α-tubulin antibody (Sigma Aldrich, 1:20000) was used as internal and cytoplasmatic control. Anti-Msh2 antibody (Calbiochem, 1:500) was used as nuclear protein control. Membranes were incubated with IRDye rabbit and mouse secondary antibodies (1:10000) (LICOR Biosciences) for 50 minutes protected from the light. Membranes were scanned by using an Odyssey Imaging System and analyzed with Odyssey v2.0 software (LICOR Biosciences).

### Preparation of nuclear extracts

The nuclear extracts were prepared according to Schreiber *et al.*^59^. Briefly, cells were washed with cold PBS and suspended in 0.4 ml hypotonic lysis buffer containing protease inhibitors and 0.5% Nonidet P-40 for 30 minutes. The homogenate was centrifuged, and supernatant containing the cytoplasmic extracts was stored frozen at −80 °C. The nuclear pellet was washed twice with lysis buffer and then resuspended in 50 μl ice-cold nuclear extraction buffer. After 30 minutes of intermittent mixing, the extract was centrifuged, and supernatants containing nuclear extracts were secured. The protein content was measured by the Bradford method by using the DC™Protein Assay (Bio-Rad).

### Cell viability Assay

The cytotoxicity of OXA, Curcumin and combination of both was assessed by the 3-(4, 5-dimethylthiazol-2-yl) 2,5-diphenyltetrazolium bromide (MTT) test (Roche Diagnostics). Cells were seeded in 96-well microtiter plates (Nunc) at a density of 1,500 (HT29 and HTOXAR3), 3,000 cells/well (LoVo and LoVOXAR3) and 4,000 cells/well (DLD1 and DLDOXAR3). Cells were treated with different drug concentrations for 24 h. Subsequently, the drug was removed and fresh media was added to each well. Cells were allowed to grow for 72 h. MTT was then added and doses for each fraction of survival (ranging from 10% to 90% of cell viability) were determined in each cell line by the median-effect line method. The maximum concentration of absolute ethanol (Curcumin vehicle) used was 0,3% which did not affect cell proliferation in our experiments.

### Analysis of combined drug effects

Cell viability was assessed by MTT assay, as described above, and data were analyzed by Chou and Talalay method^60^. The analysis of combined drug effects was performed in each experiment with serial dilution of both drugs administered at doses that typically correspond to 1/8, 1/4, 1/2, 5/8, 3/4, 7/8, 1, 1.5 and 3 of the individual IC50 values. Fractional survival was then calculated by dividing the number of cells in drug-treated plates by the number of cells in control plates. Data was subsequently analyzed by the method of Chou and Talalay. For each level of cytotoxicity, a parameter called combination index (CI) was then calculated according to the following equation: Ci*f* = D1/(Df)1 + D2/(Df)2 + α·D1·D2/(Df)1·(Df)2; where (D1) and (D2) are the concentrations of the combination required to produce survival *f*; (Df)1 and (Df)2 are the concentrations of the individual drugs required to produce f, and α = 1 or 0 depending on whether the drugs are assumed to be mutually nonexclusive or mutually exclusive, respectively, in their action. For Curcumin and OXA combination we considered an α = 1 since they have a mutually exclusive mechanism of action. According tot this method, synergism is indicated by CI < 1, antagonism by a CI > 1, and additivity by CI = 1.

### Colony-formation assay

Colony-formation assays were also performed to evaluate the cytotoxicity of OXA, Curcumin and their combination. Briefly, cells were plated in 6-well plates at a density of 300 cells/well (HT29 and HTOXAR3) or 500 cells/well (LoVo and LoVOXAR3) and allowed to attach. The next day, different dilutions of the corresponding drugs were added for 24 h. After exposure, cells were washed in PBS and cultured in free media until colonies were formed (10 days). Cells were subsequently washed, fixed with a Methanol/acetic acid (3:1) solution for 10 min and stained with a solution of crystal violet (0,5%) for 10 min. After staining, cells were thoroughly washed with PBS. Colonies were counted manually.

### Gene silencing

Interfering RNA (siRNA) was used to generate specific knockdowns of *CXCL8* and *CXCL1* in the HTOXAR3 cell line. Cells were seeded at 60% confluence in serum and antibiotic-free OptiMem medium (Invitrogen, Life Technologies) in 6-well plates. *CXCL8* and *CXCL1* were transiently silenced by using a pool of 4 different siRNAs (Smartpool On-target plus: *CXCL8* siRNA, #L-004756; *CXCL1* siRNA, #L-003898 ;Dhamacon, GE, respectively). As a transfection agent we used Lipofectamine RNAiMAX (Invitrogen, Life Technologies) according to the manufacturer’s instructions. A silencer negative transcription control (Cat No. AM4611; Ambion) was introduced in each experiment. Following 24 h of transfection, medium was replaced with full DMEM medium supplemented with serum and antibiotic. Validation of *CXCL8* and *CXCL1* knockdown was assessed by qRT-PCR. In fine-tuning experiments, non-transfected cells (Mock) were introduced to ensure that transfection had minimal effects on gene expression, proliferation and cell viability.

### Quantitative RT-PCR

Gene expression experiments were performed as described in previous work^12^. Retrotranscription was performed with MMLV reverse transcriptase (Invitrogen, Life Technologies) in accordance to the manufacturer’s instructions. Then, 2 μL of each RT reaction was amplified in a LightCycler^®^ 480 PCR system (Roche), using the KAPA SYBR Fast Master Mix (KAPA Biosystems, Woburn, MA, USA). Primer pairs used are listed in Supplementary Table S1. The PCR product size generated with these primers was 155 bp for CXCL8, 104 bp for CXCL1 and 113 bp for CXCL2. Relative gene expression quantification was calculated according to the comparative Ct method as described elsewhere using β-Actin (Applied Biosystems) as endogenous control. In all experiments, only triplicates with a Ct value lower than 0.20 SD were accepted. In addition, for each sample analyzed, a retrotranscriptase minus control was run in the same plate to ensure absence of genomic DNA contamination.

### ELISA assay

Culture supernatants were collected 24 h post-treatment with OXA, Curcumin or their combination. *CXCL8* and *CXCL1* secretion was measured with the IL-8 OptEIA ELISA Set (Becton Dickinson) and the RayBio Human GRO-alpha ELISA kit (RayBiotech), respectively; following the manufacturer’s instructions.

### Propidium iodide test

OXA and Curcumin-induced cell death was measured by using Propidium Iodide (PI). After 24, 48 and 72 h of treatment with OXA, Curcumin or the combination of both, cells were harvested with Accutase (ref. A11105-01, Invitrogen) and resuspended in cold PBS with a PI concentration of 3 μM. The PI fluorescence was determined on a FACSCanto II flow cytometer (Becton Dickinson Immunocytometry System).

### Immunofluorescence analysis

Subcellular localization of p65 (NF-κB) was detected by immunofluorescence, as described in previous work^49^.

### Microarray gene expression profiling

We used Agilent HumanV2 Microarrays for global gene expression profiling. 100 ng of total RNA was used as input for reverse transcription. cRNA was then fluorescently tagged with Cy3-CTP nucleotide by *in vitro* transcription using the low input quick Amp Labeling kit followed by hybridization, washing, scanning and image extraction using commercial software; all steps were performed strictly following the manufacturer’s instructions (Agilent, Palo Alto, CA). Subsequent data pre-processing and analysis was as follows: raw data intensities were background corrected using normexp, and log2intensity distributions were made comparable between samples using quantile normalization. Differential gene expression was assessed by fitting to an empirical Bayesian linear model. Statistical significance in differential gene expression was determined by setting a false discovery rate applying the Benjamini and Yekutiely method for multiple testing adjustment correction. For analysis we used the Limma package and the R statistical programming environment^61^.

We analyzed total RNA obtained from 3 biological replicates of 3 conditions: basal without treatment, OXA individual treatment and OXA plus Curcumin in 2 cell lines (HT29 and HTOXAR3). Data are publicly available and can be accessed with the GSE76092 identifier in the GEO database (http://www.ncbi.nlm.nih.gov/geo/).

To look for differentially expressed genes following desired patterns of gene expression we first applied a dual filter applying as cut-off an absolute fold change |FC| > 1.2 and a q-value < 0.05 on each specific comparison. Then the intersection between lists was computed and Venn diagrams where plotted using Venny 2.02 (http://bioinfogp.cnb.csic.es/tools/venny/index.html)

### Functional enrichment analysis

To explore relevant enrichment in gene ontology categories within the genes found in the intersection between significantly regulated gene list, we used GOrilla web server tool^62^,^63^. For independent confirmation we also used the GSEA^64^ gene set investigation tool (http://software.broadinstitute.org/gsea/msigdb/annotate.jsp) and computed significant overlaps with GO ‘C5’ molecular function ‘MF’ gene sets as well as the ‘H’ gene set collection (hallmarks, a collection of 50 sets representing specific well defined biological states or processes identified by extracting coherent representatives from gene set overlaps in the version available November 20 2015 http://www.broadinstitute.org/cancer/software/gsea/wiki/index.php/MSigDB_v5.0_Release_Notes)

### Statistical analysis

Data are presented as mean ± SEM of at least 3 independent experiments and the statistical analysis was performed with Graphpad Prism V.4 software. Statistical differences between IC50 were determined by graphic representation of dose-response curves and subsequent non-linear regression analysis and F-test. Comparisons among different experimental conditions were carried out through the T-student or two-way ANOVA test followed by Bonferroni post-test. Values of p ≤ 0.05 were considered significant.

## Additional Information

**How to cite this article**: Ruiz de Porras, V. *et al.* Curcumin mediates oxaliplatin-acquired resistance reversion in colorectal cancer cell lines through modulation of CXC-Chemokine/NF-κB signaling pathway. *Sci. Rep.* **6**, 24675; doi: 10.1038/srep24675 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
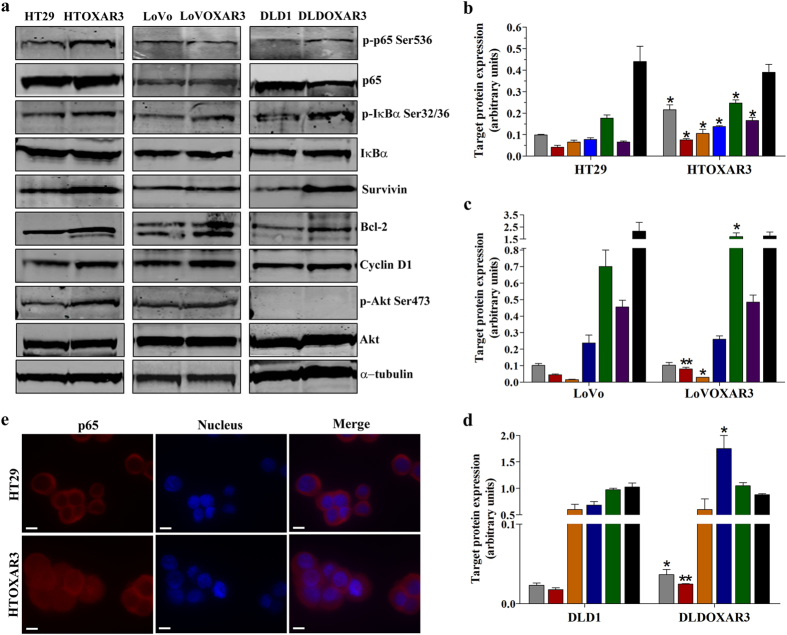
NF-κB pathway activation in CRC cell lines with acquired resistance to OXA. Western blot analysis (**a**) and graphic representation of phosphorylated p65 (p-p65 Ser536, grey bars), phosphorylated IκBα (p-IκBα Ser32/36, red bars), Survivin (orange bars), Bcl-2 (blue bars), Cyclin D1 (green bars), phosphorylated Akt (p-Akt Ser473, purple bars) and IκBα (black bars) basal expression in HT29/HTOXAR3 (**b**), LoVo/LoVOXAR3 (**c**) and DLD1/DLDOXAR3 (**d**) cell lines. Alpha-tubulin was used as endogenous control. (**e**) Representative immunocytochemistry images of the subcellular localization of p65 (red) in HT29 and HTOXAR3 cells. Nuclei were stained in blue. Objective lens: 40x immersion oil. Scale bar: 10 μm. Bar graphs represent mean ± SEM values, calculated from at least three independent experiments. *p-value < 0.05 and **p-value < 0.01; relative to protein expression in the corresponding sensitive cell line.

**Figure 2:**
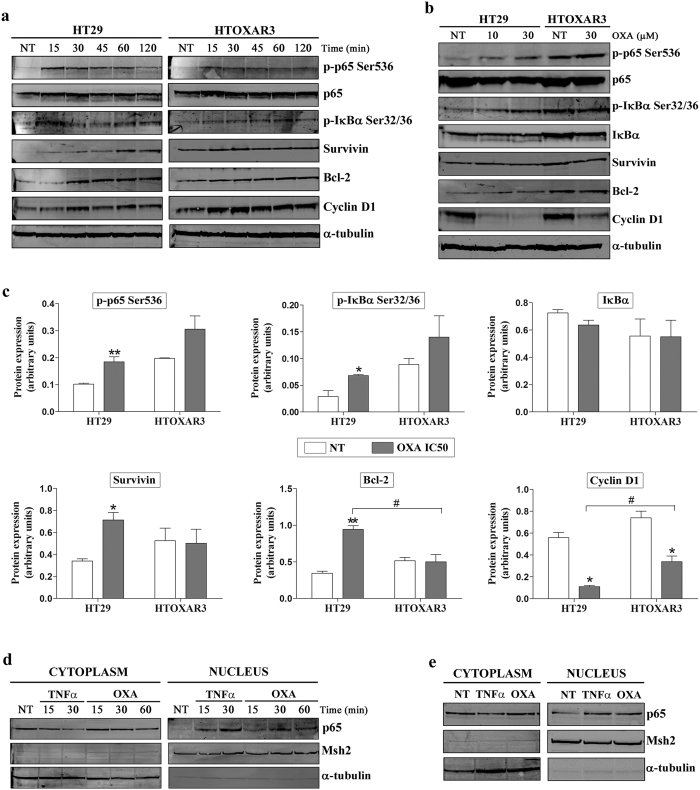
Effect of OXA treatment on NF-κB activation in HT29 and HTOXAR3 cells. Representative western blot images showing protein expression changes of phosphorylated p65 (p-p65 Ser536), phosphorylated IκBα (p-IκBα Ser32/36), Survivin, Bcl-2 and Cyclin D1 in HT29 and HTOXAR3 cells after treatment with 10 μM or 30 μM of OXA respectively, for 0 to 120 minutes (**a**) and for 24 hours **(b,c)** Bar graphs representing mean ± SEM expression changes of the indicated proteins after a 24-hour OXA treatment with the corresponding IC50 dose for HT29 (10 μM) and HTOXAR3 (30 μM). Alpha-tubulin was used as endogenous control. (**d**) Western blots showing p65 protein expression in cytoplasmic and nuclear extracts of HT29 cells after OXA treatment at short exposure times (0 to 60 min) and at 24 hours (**e**). TNFα was used as positive control at 50 ng/mL. Msh2 and α-tubulin were used as nuclear- and cytoplasmic-specific protein controls, respectively. NT: Non-treated cells. Results shown were obtained from at least 3 independent experiments. *p-value < 0.05 and **p-value < 0.01; as compared to NT. ^#^p-value < 0.05 relative to protein expression in the HT29 cell line.

**Figure 3:**
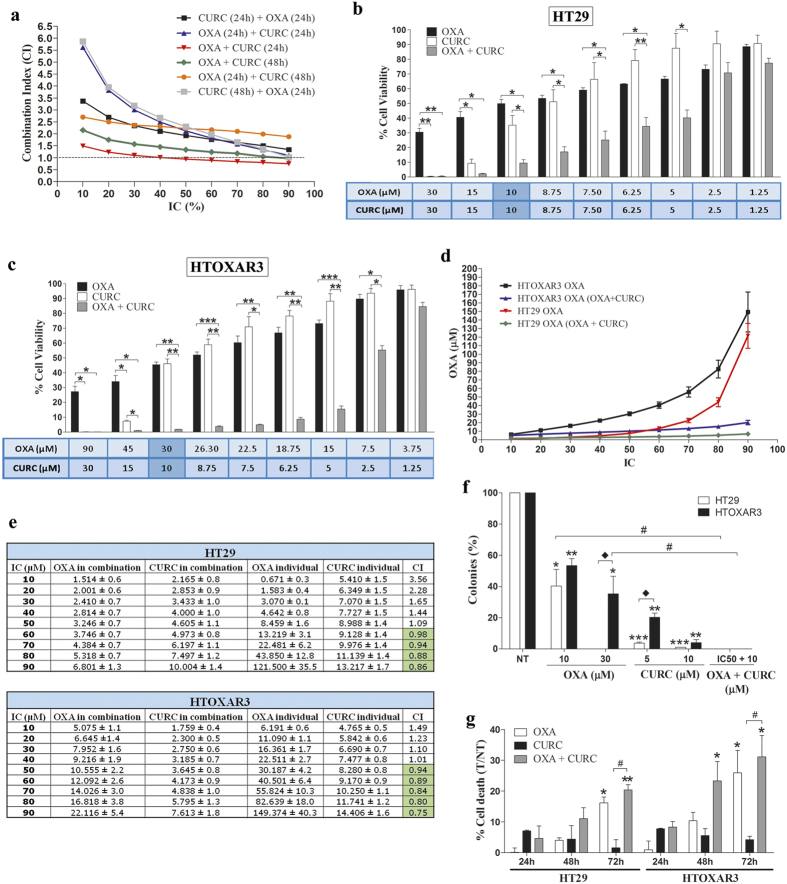
Combination of OXA and Curcumin in OXA-sensitive and –resistant CRC cell lines. (**a**) Graphic representation of the Combination Index (CI) values corresponding to different OXA plus Curcumin (CURC) treatment schedules in the HTOXAR3 cell line. (**b**) Bar graphs representing mean ± SEM percentage of cell viability after a 24-hour treatment with OXA, Curcumin or their concomitant combination at the indicated doses in HT29 and HTOXAR3 cells (**c**). *p-value < 0.05; **p-value < 0.01; ***p-value < 0.001 relative to the indicated treatment condition. (**d**) OXA doses (mean ± SEM) corresponding to indicated inhibitory concentrations (IC) in HT29 and HTOXAR3 cells as a single agent or when combined with Curcumin concomitantly for 24 h. (**e**) OXA and Curcumin doses (mean ± SD) corresponding to the indicated inhibitory concentrations (IC) when given as single agents or in a 24 h-concomitant schedule in HT29 and HTOXAR3. CI represents the combination index values in each case. Synergistic values (CI < 1) are highlighted in green. (**f**) Bar graph representing the percentage (mean ± SEM) of colonies in HT29 and HTOXAR3 cells after 24 h of the indicated treatments. *p-value < 0.05; **p-value < 0.01; ***p-value < 0.001 relative to NT (Non-treated cells). ^#^p-value < 0.05 relative to OXA individual treatment. ^*^p-value < 0.05 as compared to HT29. (**g**) Bar graph representing the percentage (mean ± SEM) of dead cells after 24, 48 and 72 h of treatment with OXA, Curcumin or their combination (as compared to non-treated controls) at their corresponding IC50 doses in HT29 and HTOXAR3 cell lines. *p-value < 0.05; **p-value < 0.01, relative to NT. ^#^p-value < 0,05, relative to Curcumin individual treatment.

**Figure 4:**
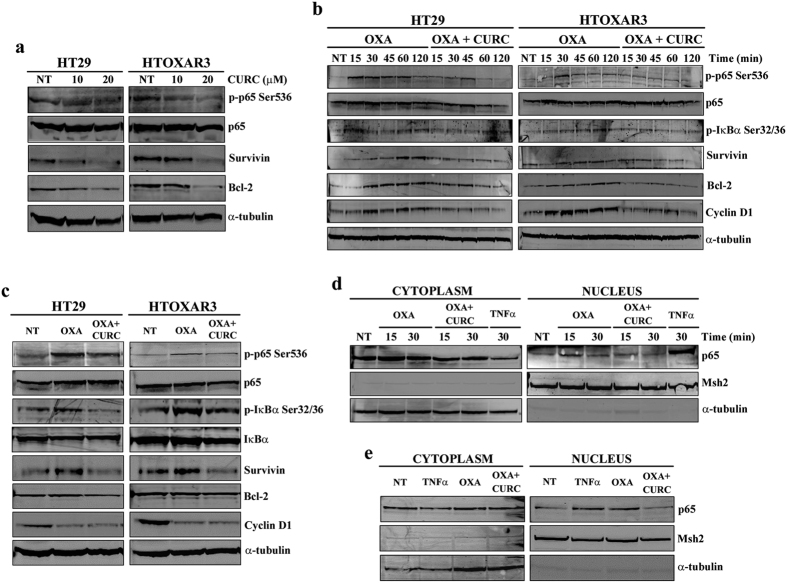
Effect of Curcumin on constitutive and OXA-induced NF-κB activation. (**a**) Western blot images of phosphorylated p65 (p-p65 Ser536), total p65, Survivin and Bcl-2 in HT29 and HTOXAR3 cells after a 24-hour treatment with 10 and 20 μM Curcumin (CURC). **(b)** Representative western blot images showing protein expression changes as indicated, in HT29 and HTOXAR3 cells after 24 h treatment with OXA or concomitant OXA plus Curcumin, for 0 to 120 minutes or 24 hours (**c,d**) Western blots showing p65 protein expression in cytoplasmic and nuclear extracts of HT29 cells after treatment with OXA (10 μM) or OXA + Curcumin (10 μM each) for short-time exposure (0 to 30 min) or 24 h (**e**). TNFα was used as positive control at 50 ng/ml. Msh2 and α-tubulin were used as nuclear- and cytoplasmic-specific protein controls, respectively. Images are representative of at least 3 independent experiments. NT: Non-treated cells.

**Figure 5:**
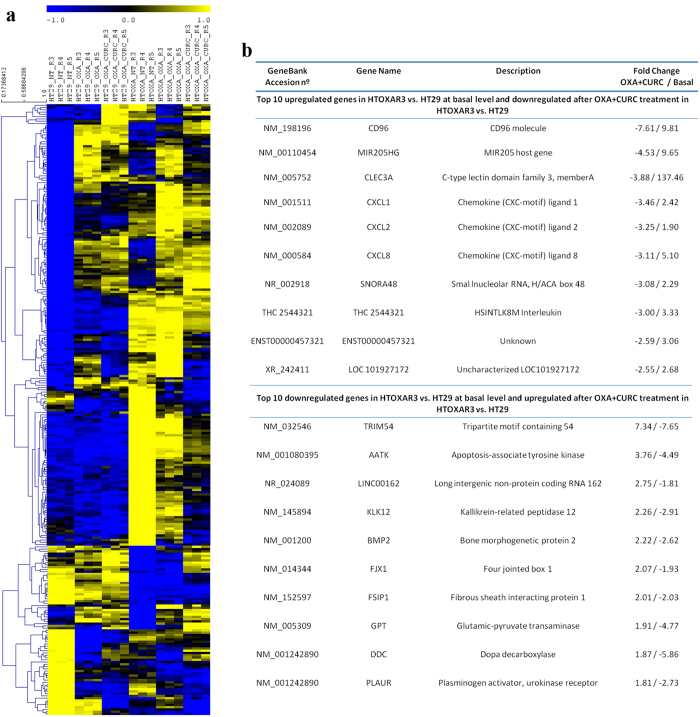
Gene expression patterns associated with OXA resistance and Curcumin + OXA synergism. (**a**) Hierarchical clustering of genes using pearson correlation as distance and average linkage with leaf order optimization. Cluster analysis was perfomed with TMEV version 4.8.1 using normalized expression values (mean subtracted log2 intensities divided by the standard deviation of the log2 intensities for each gene) (**b**) Table showing the top 10 up and down-regulated genes ranked by basal fold change between basal levels between HTOXAR3 and HT29 with regulation reversed by concomitant treatment.

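For the 20 genes of the table in Fig. 5b, the basal difference was called for all 10 raised genes and for 9 of the 10 lowered genes, and the differential response to OXA plus Curcumin for 8 raised and 6 lowered genes (limma with BY). Among the raised genes, *CD96* (chromosome 3, 111371024 to 111371083 of GRCh37) was not well above background in any HT29 group. Its level in untreated HTOXAR3 was at least 28.7-fold that in untreated HT29, and its fitted differential response was -3.78 (SE 0.40). *MIR205HG*, also dim in all HT29 groups, was at least 27.9-fold higher in untreated HTOXAR3, and its differential response was not called (-1.56, adjusted p = 0.146, limma with BY). *CLEC3A* was dim in HT29 after either treatment, and its differential response (-0.87, adjusted p = 0.608, limma with BY) changed sign under another background correction and scaling. *SNORA48*, ENST00000457321 and LOC101927172 had basal differences from 1.26 to 2.49 and differential responses from -2.13 to -1.70. THC2544321, annotated on the array as an interleukin 8 transcript with a probe near that of *CXCL8* (chromosome 4, 74607982 to 74608041), had values of 2.89 and -2.57 and was well above background on 1 of 3 untreated HT29 arrays.
Among the lowered genes, *BMP2*, *FJX1*, *GPT* and *PLAUR* had basal differences from -3.66 to -0.98 and differential responses from 0.91 to 1.59. *GPT* was well above background on 1 of 3 untreated HTOXAR3 arrays. *KLK12* (1.88), *FSIP1* (1.17) and *DDC* (0.77), the last dim in HTOXAR3 after either treatment, were lower in untreated HTOXAR3, but their differential responses were not called (adjusted p = 0.12, 0.966 and 0.636, limma with BY). Those of *KLK12*, *DDC*, *MIR205HG* and *CLEC3A* were called with normexp offsets of 16 and of 50. The probes of *AATK* disagreed. The brightest (chromosome 17, 79139483 to 79139542), annotated to another transcript than the rest, gave a basal difference of -0.02 and a differential response of -0.00. Another (79091195 to 79091254) gave -2.41 and 2.1. A dimmer probe (79094002 to 79094061), well above background on 1 of 18 arrays, gave -1.13 and 0.77.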

**Figure 6:**
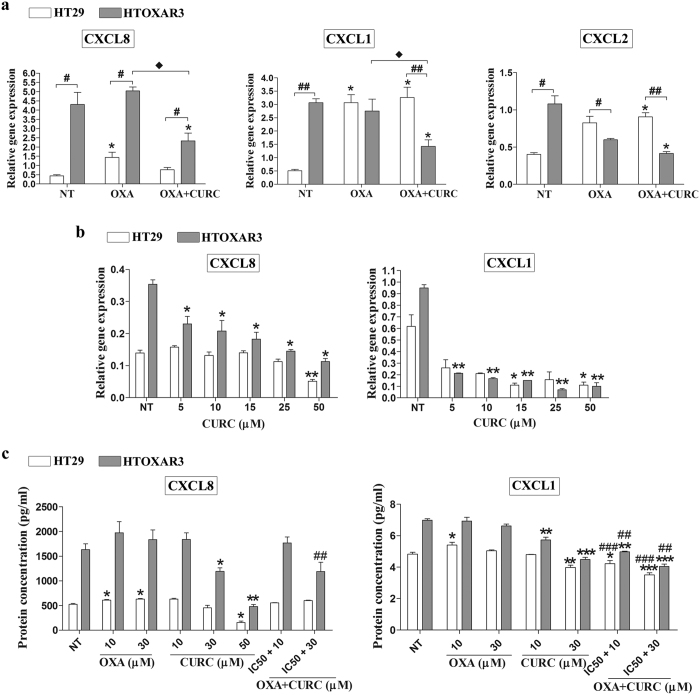
*CXCL1*, *CXCL8* and *CXCL2* gene expression and CXCL1 and CXCL8 secreted protein levels after treatment with OXA, Curcumin or both. (**a**) Bar graphs illustrating relative gene expression levels (mean ± SEM) of the indicated chemokines in non-treated (NT) and after OXA or OXA plus Curcumin (CURC) treatment at IC50 doses in HT29 and HTOXAR3 cells. Gene expression levels of β-actin were used as endogenous control. *p-value < 0.05 relative to NT, ^#^p-value < 0.05; ^##^p-value < 0.01, relative to HT29. ^**^ p-value < 0.05 relative to OXA. (**b**) Changes in chemokines’ gene expression after treatment with Curcumin at indicated doses. (**c**) Graph bars showing levels of secreted chemokines (mean ± SEM) measured by enzyme-linked immunosorbent assay (ELISA) in the supernatants of treated cells as indicated. *p-value < 0.05; **p-value < 0.01; ***p-value < 0.001 relative to NT. ^##^p-value < 0.01, ^###^p-value < 0,001 relative to OXA. Results were obtained from at least 3 independent experiments.

**Figure 7:**
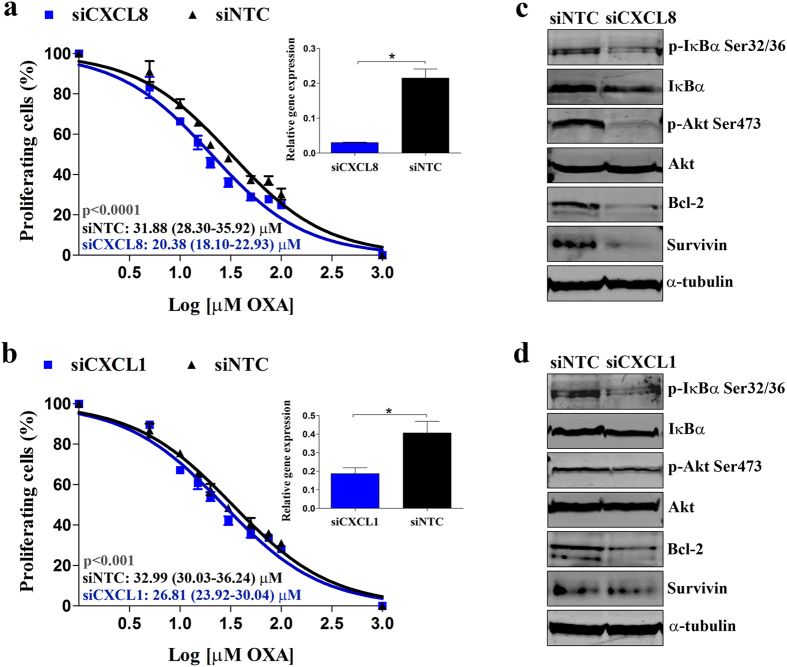
Effect of *CXCL8* and *CXCL1* siRNA-mediated gene silencing on OXA cytotoxicity and NF-kB signalling pathway activation in HTOXR3 cells. (**a**) Dose-response curves for HTOXAR3 cell line, after *CXCL8* and (**b**) *CXCL1* gene silencing, treated with 0-100 μM OXA for 24 hours (mean ± SEM). Insets show siRNA-mediated gene silencing efficiency at 48 h post-transfection. IC50 values are indicated as mean (95% CI). (**c**) Representative western blot images showing changes in phosphorylated IκBα (p-IκBα Ser32/36), phosphorylated Akt (p-Akt Ser473), Survivin, Bcl-2 and Cyclin D1 protein expression in HTOXAR3 cells under control (siNTC) and *CXCL8* (siCXCL8) or (**d**) *CXCL1* (siCXCL1) gene silencing. All results were obtained from at least 3 independent experiments.

**Figure 8:**
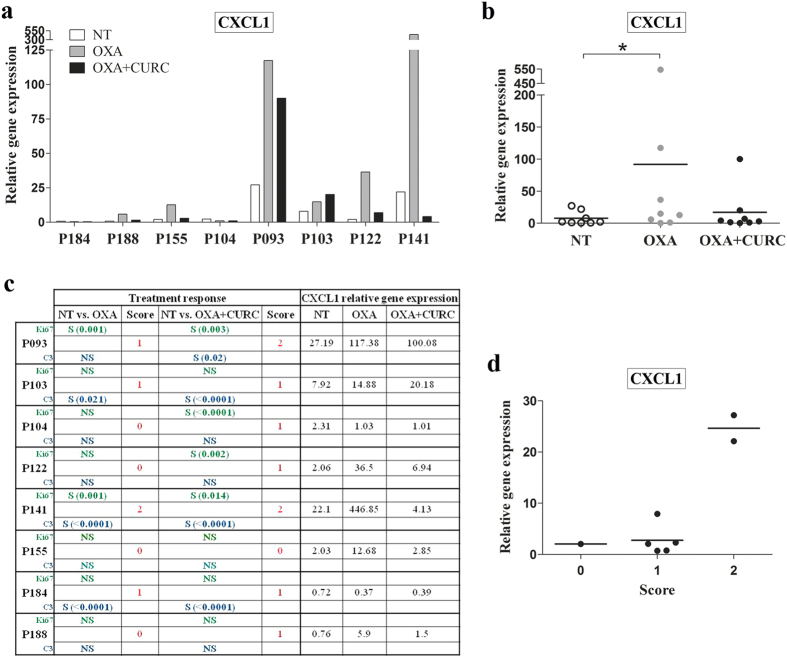
CXCL1 gene expression in explant cultures of patient-derived tissues after treatment with OXA or OXA + Curcumin. (**a**) Bar graph illustrating CXCL1 expression levels in 8 FFPE samples from explant cultures of CRC patients-derived liver metastases, that were treated with DMSO (NT), OXA or OXA plus Curcumin (CURC) for 24 h. (**b**) Scattergram reporting the expression levels of CXCL1 in NT, OXA or OXA plus Curcumin treated tissue explants. Horizontal lines represent mean values. (**c**) Table showing significative (S) or not significative (NS) changes in ki-67 (green) and cleaved caspase 3 (C3, blue) staining. Score 2 meant that ki-67 decreased and cleaved caspase increased significantly after the indicated treatment; score 1 meant that ki-67 decreased or cleaved caspase increased and score 0 meant that neither of them was changed. CXCL1 gene expression changes after NT, OXA or OXA + Curcumin treatment are also shown. (**d**) Scatter plot showing CXCL1 expression according to score values. Horizontal lines represent mean values. *p-value < 0.05 relative to NT (Wilcoxon test).

How the deposited data were processed for this re-analysis (not part of the article)

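Expression was measured on 18 one-colour Agilent human v2 arrays, 3 for each combination of 2 cell lines (HT29 and its OXA-resistant subline HTOXAR3) and 3 treatments (untreated, OXA and OXA plus Curcumin). The conditions and replicate numbers came from the sample labels and were checked against the paper. Total RNA had been labelled with Cy3, hybridised, scanned and extracted with Agilent Feature Extraction. The authors deposited for each array the scanner output, in which the mean intensity of a spot and the median intensity of its local background are linear readings without normalization between arrays. The same deposited output holds a processed intensity, from which Feature Extraction had subtracted the background and removed trends within the array. The authors also deposited a table of log2 values of the 18 arrays after their own processing. Its 36204 lines carry no gene or probe name, so it was used for counts of called lines only. Its lowest value is 5.65, next to log2 of 50, which is 5.64.

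Each array holds 62976 spots, of which 3951 are positive controls, 308 are negative controls and 58717 measure transcripts. The share of the latter well above background ran by group from 58.0% to 60.7% in untreated HT29, 62.4% to 63.0% in HT29 after OXA, 59.3% to 63.6% in HT29 after OXA plus Curcumin, 52.4% to 62.2% in untreated HTOXAR3, 62.3% to 63.2% in HTOXAR3 after OXA and 56.9% to 62.0% in HTOXAR3 after OXA plus Curcumin. No pair of arrays was alike enough to be 1 hybridisation deposited under 2 names, the highest correlation being 0.995. With 3 arrays per group, the number of arrays limits the precision of each value.

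The mean intensity was corrected for the local background with normexp at an offset of 0 and brought to a common distribution by quantile normalization, after the methods of the paper, whose text does not name an offset. Control spots were left out after normexp, spots with an outlier flag were set to missing, and replicate spots of a probe were averaged. Saturated spots were kept. The 50599 probes carried 36204 gene names, 8947 of them with more than 1 probe, for which the probe with the highest mean over all arrays was used. Current symbols were taken from a RefSeq table, in which 21095 names matched by accession, 1228 by symbol and 275 by an older symbol, and 13606 names were kept as on the array. Probe positions are those of the array's annotation on GRCh37.

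A linear model with 6 group terms was fitted to the log2 values of all 18 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with data.table 1.17.8. Counts for the text and figures were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were called at a BY adjusted p below 0.05 and a fold change above 1.2. Contrasts were the basal difference between the lines, the responses to OXA and to OXA plus Curcumin in each line, the effect of adding Curcumin to OXA in each line, and the interactions of line and treatment. The genes named were the genes of the paper's text on the arrays and of Fig. 5b, *CXCL3*, the genes *CXCR1*, *CXCR2*, *RELA*, *NFKBIA*, *BIRC5*, *BCL2*, *CCND1* and *AKT1* from its other assays, and the 3 largest rises and 3 largest falls of each comparison among called genes well above background on every array compared. Members of the overlaps with gene lists, and *HSPA1A*, fall outside this rule and are named after their values were seen. Lists of TNFα and NF-κB targets (195 genes), interferon gamma response (193), EMT (199), complement (198), cytokine ligands (135), DNA repair (166) and DNA damage response (59) were written from general knowledge. Overlaps were tested with Fisher's exact test, one-sided, and directions of the DNA lists with a two-sided exact binomial test.

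The model was tested on simulated arrays of 36057 genes, 200 of them changed by known amounts. For the basal difference, it recovered 43.5% of the changed genes (70.7% of those changed 4-fold and 26.9% of those changed 1.5-fold) and called 2 unchanged genes. For the differential response it recovered 33.5% (52.6% and 4.29%) and called 0 unchanged genes. The BY threshold depends on how many genes change, and the measured basal difference called 4177 names. The shares recovered for the simulated basal difference therefore do not give the recovery in the measured arrays. In a separate simulation in which nothing changed, the sharing of the untreated arrays alone gave a correlation across genes of -0.703 between the basal difference and the differential response, against -0.425 measured. Genes are not independent replicates.

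Replicate numbers were checked as pairs through the correlation of deviations from the group means. Every same-numbered pair correlated above 0.1 for the response to OXA in HT29 (0.117 to 0.242) and for the addition of Curcumin in HTOXAR3 (0.109 to 0.195), where same-numbered arrays shared a slide, and not for the other comparisons. Neither the paper nor the labels describe a pairing.

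The alternatives tried were normexp offsets of 16 and 50, the processed intensity minus the 75th percentile of each array, normexp with scaling to the 75th percentile, the mean of all probes of a gene, each probe on its own (for counts of called genes only), probes well above background in at least 1 group, BH adjustment, a fold-change minimum of 2 or none, slide or replicate number as a block, a model of only the groups compared, OXA alone as the reference of the interaction, the lines compared directly after the combination, separate untreated arrays for the basal difference and the response, the authors' log2 table, and each array left out in turn. These were fixed before the data were examined. A setting with an offset of 50 and the median probe of a gene was added after the values were seen. The qRT-PCR, ELISA and protein experiments, the other cell lines and Supplementary Tables S2 to S4 were not used here.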

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

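The splits of the 6 treatment comparisons and both tests on *HSPA6* were chosen only after the result was seen.

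The cell lines responded differently to OXA plus Curcumin in 310 genes, to OXA alone in 364 genes and to the addition of Curcumin to OXA in 49 genes, by the interaction term of limma with BY adjustment. Slide was weighed as a technical cause of the first of these counts. With slide as a block, 70.6% of the 310 genes kept their call and direction, which argues against slide as the cause of most of them. Regrouping treatments within the lines cannot exclude chance. Of 100 splits out of 200 possible, the real one included, 2 called as many genes, but a wrong split adds the treatment effects to the spread within groups and so calls few genes whether or not the lines respond differently. The other of the 2, with 9112 genes, exchanges the treatment labels in a single line and so measures the sum of the responses of the lines in place of their difference. The rest called at most 138. The dose also stays open. OXA was given at 10 µM to HT29 and 30 µM to HTOXAR3, so cell line and dose cannot be separated in these arrays, and a difference between the lines, a biological explanation, was not tested apart from it.

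The untreated arrays enter the basal difference and the differential response with opposite signs, which on its own could make genes look reversed. With different untreated arrays used for each comparison, 43 of the 54 genes called in both (79.6%) still went in opposite directions, as 12 of 13, 20 of 28 and 11 of 13 over 3 divisions (exact binomial tests, p = 0.00342, 0.0357 and 0.0225). The 54 are summed over the 3 divisions, so a gene can count more than once. Each response rests on a single untreated array per line, and the tests treat genes that share it as independent. Within these limits, the share of opposite directions argues against the shared arrays as the whole cause. At an unadjusted p, however, only 59.6% to 60.3% of the genes were opposite with separate arrays, against 69.5% with shared ones, so the shared arrays may account for part of the excess. The correlation across genes between the comparisons was -0.00846, -0.0155 and 0.0528 with separate arrays.

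A candidate explanation for the reversal is that OXA alone gives it. Reversed genes were chosen with 2 untreated arrays per line. Their differential response to OXA alone, HTOXAR3 minus HT29, was then measured against the array left aside in each line. The sign was the same in 96.0% of them (120 of 125 over 3 divisions). The median differential response to OXA alone in the direction of reversal was 0.65 to 1.09, against 1.22 to 1.30 for the combination. These are differences between the lines and not changes within HTOXAR3. The genes were chosen by their differential response to the combination, which can raise the median of the latter. The gap between these medians therefore cannot be read as the part that OXA alone does not give. The test could have come out the other way, and it is consistent with OXA as the source of most of the reversal. The same 10 µM and 30 µM doses apply to it. Whether the pattern rests on induction in HT29 or on a fall in HTOXAR3 stays open. The change was larger in HT29 in 57.3% of the 103 raised genes, a share that does not exceed chance (exact binomial test, p = 0.167).

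*CXCL8*, *CXCL1* and *CXCL2* responded differently to OXA plus Curcumin in the 2 lines, with differences of -1.84, -2.10 and -2.01 on the log2 scale. Signal shared between the probes of *CXCL1*, *CXCL2* and *CXCL3* was weighed as a technical cause of their moving together. The best ungapped match among the brightest probes of these genes was 22 of 60 bases. It sets probes against each other and not against the other genes' transcripts, so it cannot decide this. Each pair of these probes differed in at least 1 comparison by 8.63 standard errors or more. That argues against a common signal as the whole cause, but does not exclude it as a part. *CXCL8* is not covered by that test. With slide as a block *CXCL1* and *CXCL2* kept their call, and *CXCL8* did not (-1.71). In HT29 all 3 genes varied more between untreated arrays than between treated ones, with replicate 3 the highest. Without that array the differences were -2.16, -2.28 and -2.14. The difference in dose and a difference between the lines remain open, and neither was tested.

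*TRIM54* rose by 3.83 after the combination in HTOXAR3 (n = 3) and did not change in HT29 (-0.00), a difference of 3.83 between the responses. OXA alone did not give the rise (0.27 in HTOXAR3, adjusted p = 1, limma with BY), whereas adding Curcumin to OXA did (3.56, adjusted p = 7.49e-09, limma with BY). The rise took HTOXAR3 to the level of HT29 and no further (difference after the combination 0.05). With slide as a block the difference between the responses was 3.79, so slide is unlikely to explain it. *TRIM54* has 1 probe on the array, and no second probe bears on signal from another transcript, which was not tested. The lines received the same dose of Curcumin. A biological difference between the lines is a hypothesis that was not tested further.

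*HSPA6*, which the paper does not discuss, rose when Curcumin was added to OXA, by 6.61 in HT29 and by 6.23 in HTOXAR3 on the log2 scale (adjusted p = 2.78e-10 and 6.17e-10, limma with BY, on 3 of 3 arrays in each line). OXA alone did not change it beyond the threshold. Signal from other HSP70 genes was weighed as a technical cause. The largest rise among 14 other HSP70 family probes was that of *HSPA1A*, 1.30 in HT29 and 1.57 in HTOXAR3. *HSPA6* exceeded it by at least 26.3 standard errors, which argues against the genes of those 14 probes as the source. HSP70 genes without a probe among the 14, such as *HSPA7*, were not examined. A second *HSPA6* probe rose by 4.13 and 4.02. With slide as a block the rise in HT29 was 6.56, which argues against slide there. In HTOXAR3 both groups lay on the same slides. A response of the cells to Curcumin together with OXA remains a hypothesis, and Curcumin alone was not analysed here.

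For each of 7 comparisons between groups of 3 arrays, 1 of the 10 splits of the 6 arrays, the real one, called as many genes, so the share is 0.1, the smallest that 3 arrays against 3 allow, and chance cannot be excluded in this way. These comparisons are the basal difference, the responses to OXA and to OXA plus Curcumin in each line, and the addition of Curcumin to OXA in each line. The largest count of any other split was 1, against 2002 to 6724 for the real splits.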

How the results depend on the processing

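The setting with a normexp offset of 50 and the median probe of a gene was chosen after the data were seen. The splits of the samples are not among the alternatives given here. Counts of called genes are those of limma with BY adjustment unless another is named, and where a change is given, the cause was not tested, except where stated. The counts without any alternative were 4177 for the basal difference and 310 for the differential response to OXA plus Curcumin. There were 103 genes raised and 31 genes lowered at baseline with a reversed response. OXA gave 5774 in HT29 and 3709 in HTOXAR3, OXA plus Curcumin 6724 and 6322, and adding Curcumin to OXA 2002 and 3198.

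Thresholds moved the counts by construction. BH adjustment gave 1244 genes for the differential response, 5998 for OXA in HTOXAR3, 3702 and 5125 for adding Curcumin in HT29 and HTOXAR3, and reversed lists of 388 raised and 158 lowered genes. A fold-change minimum of 2 gave 1013 for the basal difference, 112 for the differential response, 1179 and 468 for OXA in HT29 and HTOXAR3, 1369 and 1194 for OXA plus Curcumin, 220 and 363 for adding Curcumin, and lists of 35 and 4. It left no share of DNA repair genes to compute. Fitting only the groups of the comparison, with fewer arrays to estimate the spread, gave 1258 for the basal difference, 85 for the differential response, 1338 for the response to OXA in HT29, 592 for the response to OXA in HTOXAR3, 2056 for the response to OXA plus Curcumin in HT29, 3013 for the response to OXA plus Curcumin in HTOXAR3, 16 and 223 for adding Curcumin, and lists of 23 and 8. The raised list then held no TNFα or NF-κB target, with an odds ratio of 0 against 11.7, in a list too short to tell whether the enrichment is lost. No fold-change minimum changed no count by more than 1.5 times.

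The treatment of dim probes moved the differential response and the reversed lists. An offset of 16 gave lists of 156 raised and 48 lowered genes, and an offset of 50 gave 655 genes for the differential response and lists of 208 and 71. Leaving out probes that were dim in every group gave 603 genes and lists of 198 and 67, with fewer probes tested. The authors' log2 values gave 565 and lists of 176 and 66. The offset of 50 with the median probe gave 618 and lists of 185 and 69. The processed intensity minus the 75th percentile gave a lowered list of 54. Of the 310 genes, 308 kept their call at an offset of 50, 309 at an offset of 16 and 309 with dim probes left out.

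Other definitions of the response gave other genes by construction. The direct comparison of HTOXAR3 and HT29 after OXA plus Curcumin called 5023 genes, with lists of 12 raised and 6 lowered genes and an odds ratio of 0 for TNFα and NF-κB targets in the lowered list. The interaction against OXA alone called 49 genes, with lists of 12 and 6 and odds ratios of 0 in both. With separate untreated arrays for the basal difference and the response, the raised list held 9, 12 and 6 genes and the lowered list 3, 8 and 5, for the response against untreated replicate 1, 2 and 3. The odds ratio of TNFα and NF-κB targets was then 0 in the lowered list against replicates 1 and 3. For the TNF-alpha and NF-kB target list in the reversed genes, raised list, it was 37.1 against replicate 3 and no longer past the threshold. Lists this short cannot tell whether an enrichment is lost.

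Leaving out 1 array at a time, with fewer arrays in the model, gave 3317 to 3545 genes for the basal difference, 163 to 297 for the differential response, 58 to 113 and 18 to 29 for the raised and lowered lists, 4647 to 5265 and 2618 to 2861 for OXA in HT29 and HTOXAR3, 5602 to 5919 and 5004 to 5307 for OXA plus Curcumin, and 1210 to 1597 and 1968 to 2429 for adding Curcumin. The odds ratio of TNFα and NF-κB targets ran from 8.74 to 15.9 in the raised list and from 30.1 to 53.8 in the lowered one, and the share of DNA repair genes that were higher from 55.6% to 68.4%. Without replicate 1 of untreated HTOXAR3, the differential response and both lists had their lowest counts (163, 58 and 18). The differential response moved by more than 1.5 times without any of 9 of the 12 arrays, the raised list without any of 7 and the lowered list without any of 6. Without replicate 1 of untreated HTOXAR3, 157 of the 310 genes kept their call.

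Apart from OXA in HT29 and adding Curcumin in HTOXAR3, not every same-numbered pair correlated above 0.1. The correlations ran from -0.0618 to -0.00479 for the basal difference, -0.0907 to 0.153 for OXA in HTOXAR3 (2 of 3 pairs above 0.1), -0.173 to 0.184 for OXA plus Curcumin in HTOXAR3 (1 of 3), -0.0246 to 0.0254 for OXA plus Curcumin in HT29 and 0.00762 to 0.0591 for adding Curcumin in HT29. With the replicate number as a block, the differential response held 259 genes and the lists 87 and 23, and 237 of the 310 genes (76.5%) and 3956 of the 4177 kept their call. No count moved by more than 1.5 times. Where every same-numbered pair deviated together, *CXCL2* after OXA in HT29 lost its call under this block (0.56), and no other gene named for those comparisons changed its call. *CXCL8* was not called in the differential response under this block, in a comparison whose arrays share only a number. With slide as a block the counts were 4047 and 243, with lists of 89 and 23, and 219 of the 310 genes kept their call.

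Scaling to the 75th percentile moved the median of all genes. With the processed intensity, the median log2 change was -0.10 and -0.19 after OXA and -0.15 and -0.18 after OXA plus Curcumin in HT29 and HTOXAR3. With normexp it was -0.16 and -0.17 after OXA plus Curcumin and -0.14 for adding Curcumin in HTOXAR3. Log2 changes under these settings are relative to those shifts.

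For the genes named in the text there were 131 results and 2743 values under alternatives. Of these values, 2563 kept direction and side of the threshold, 96 lost the call, 30 gained it and 54 changed sign. In the direct comparison after the combination, which adds the basal difference to the differential response, the sign changed for *BCL2* (0.88), *BIRC5* (0.021), *BMP2* (-0.26), *CD96* (1.32), *CLEC3A* (7.02), *CXCL8* (0.79), *DDC* (-5.26), ENST00000457321 (0.53), *FSIP1* (-0.080), *GPT* (-2.07), *KLK12* (-0.57), LOC101927172 (0.36), *MIR205HG* (3.42), *PLAUR* (-0.39), *RELA* (-0.10) and THC2544321 (0.32). Of these genes, *CD96*, *MIR205HG* and *CLEC3A* were dim in HT29 after the combination and *DDC* in HTOXAR3, so their values are fitted ones. In HTOXAR3, *CD96* was at least 1.78-fold, *MIR205HG* 3.79-fold and *CLEC3A* 119-fold higher, and *DDC* at least 27.2-fold lower. In the interaction against OXA alone the sign changed for *AKT1* (-0.22), *FJX1* (-0.023), *FSIP1* (-0.28), *LINC00162* (-0.53), *PDE6G* (0.62), *SLC19A1* (-1.71), *SNORA48* (0.33) and *SPON2* (0.41). With the processed intensity the differential response changed sign for *AATK* (0.10), *BCL2* (0.019), *CLEC3A* (0.53) and *DDC* (-0.82). With normexp and scaling to the 75th percentile it changed sign for *AATK* (0.072), as did the basal difference of *CXCR2* (0.017). The mean of all probes gave 0.96 for *AATK*, and slide as a block gave 0.055 for its basal difference and 0.0078 for its differential response. The offset of 50 with the median probe gave 1.93 for *AATK* and 0.074 for XLOC_009911 after OXA plus Curcumin in HT29.

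With 1 array left out, 6 results of named genes changed sign, none of them called. The basal difference of *AATK* ran from -0.21 to 0.091 and its differential response from -0.12 to 0.19. The differential response of *BCL2* ran from -0.10 to 0.13, the basal difference of *CXCR1* from -0.015 to 0.11, the change of *CXCL3* on adding Curcumin in HTOXAR3 from -0.054 to 0.10, and the change of THC2544321 after OXA plus Curcumin in HTOXAR3 from -0.041 to 0.067.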

Differences from the paper's values

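The setting with a normexp offset of 50 and the median probe of a gene and another probe of *AATK* were chosen after seeing the values, and no other test reported in this part was.

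The paper reports 656 transcripts in the differential response to the combination, against 310 here. Of the alternatives set before the data were examined, the normexp offset of 16 (443), the offset of 50 (655), leaving out dim probes (603) and the authors' log2 values (565) came within 1.5 times of the paper's count, and the others did not. The paper's 261 transcripts 'up' compare with 116 here. The offset of 50 (236), leaving out dim probes (218) and the authors' log2 values (211) came within that range, and the other alternatives did not. The paper's 395 transcripts 'down' compare with 194 here, and the offset of 16 (287), the offset of 50 (419), leaving out dim probes (385) and the authors' log2 values (354) were the alternatives within that range. The offset of 50 with the median probe, chosen after seeing the values, gave 618, 234 and 384.

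Of genes raised at baseline with a reversed response, the paper reports 194, against 103 here. The offset of 16 (156), the offset of 50 (208), leaving out dim probes (198) and the authors' log2 values (176) came within 1.5 times of it, and the other alternatives set before the data were examined did not. Of genes lowered at baseline with a reversed response, the paper reports 75, against 31 here. The processed intensity minus the 75th percentile (54), the offset of 50 (71), leaving out dim probes (67) and the authors' log2 values (66) came within that range, and the others did not. The offset of 50 with the median probe, chosen after seeing the values, gave 185 and 69.

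Fig. 5b gives 40 fold changes, all read by eye, and 21 of them differ from those here, where a negative fold stands for a lower level. An offset of 50 left 4 that differ and an offset of 16 left 8, and the offset of 50 with the median probe, chosen after seeing the values, left 0. For the other alternatives set before the data were examined for these folds, the number was between 19 and 22. Apart from the settings named at each gene, no such alternative closed the gap for it.

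For *CD96* the basal fold is about 9.8 in Fig. 5b, read by eye, against 34.4 here (a bound of at least 28.7), and only the offset of 50 (9.55) closed the gap. Its combination fold is about -7.6 in Fig. 5b, read by eye, against -13.8, and offsets of 16 (-10.8) and 50 (-7.20) closed it. Both HT29 groups of that contrast are at background, so the fold here is a fitted value and not a measured one, and the same holds for *MIR205HG*. For *MIR205HG* the basal fold is about 9.7 in Fig. 5b, read by eye, against 31.5 (a bound of at least 27.9), closed only by the offset of 50 (9.72). Its combination fold is about -4.5 in Fig. 5b, read by eye, against -2.94, closed by the processed intensity minus the 75th percentile (-3.13), offsets of 16 (-4.58) and 50 (-4.43) and slide as a block (-3.40). For *CLEC3A* the basal fold is about 140 in Fig. 5b, read by eye, against 237, and the combination fold about -3.9 in Fig. 5b, read by eye, against -1.82. Offsets of 16 (199 and -2.74) and 50 (149 and -3.92) closed both. *CLEC3A* was at background in HT29 after the combination, which limits its combination fold in the same way.

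For THC2544321 the basal fold is about 3.3 in Fig. 5b, read by eye, against 7.40, closed by the offset of 50 (3.29). Its combination fold is about -3.0 in Fig. 5b, read by eye, against -5.94, closed by offsets of 16 (-4.13) and 50 (-2.77). For ENST00000457321 the basal fold is about 3.1 in Fig. 5b, read by eye, against 5.11, closed by offsets of 16 (4.12) and 50 (3.07). For LOC101927172 the basal fold is about 2.7 in Fig. 5b, read by eye, against 5.60, and the combination fold about -2.6 in Fig. 5b, read by eye, against -4.37. Offsets of 16 (3.93 and -3.3) and 50 (2.66 and -2.39) closed both.

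For *TRIM54* the basal fold is about -7.7 in Fig. 5b, read by eye, against -13.8, closed by offsets of 16 (-11.0) and 50 (-7.80), and the combination fold about 7.3 in Fig. 5b, read by eye, against 14.2, closed by the offset of 50 (8.04). For *LINC00162* the combination fold is about 2.8 in Fig. 5b, read by eye, against 4.55, closed by the mean of all probes (3.82) and offsets of 16 (4.09) and 50 (3.43). For *KLK12* the basal fold is about -2.9 in Fig. 5b, read by eye, against -5.46, closed by offsets of 16 (-4.15) and 50 (-2.96). Its combination fold is about 2.3 in Fig. 5b, read by eye, against 3.69, closed by offsets of 16 (2.99) and 50 (2.32) and by normexp with scaling to the 75th percentile (3.25). For *GPT* the basal fold is about -4.8 in Fig. 5b, read by eye, against -12.7, closed by the offset of 50 (-4.77). Its combination fold is about 1.9 in Fig. 5b, read by eye, against 3.02, closed by offsets of 16 (2.4) and 50 (1.93) and by normexp with scaling to the 75th percentile (2.58).

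For *AATK* the basal fold is about -4.5 in Fig. 5b, read by eye, against -1.01 here, and the combination fold about 3.8 in Fig. 5b, read by eye, against -1.0. For *DDC* the basal fold is about -5.9 in Fig. 5b, read by eye, against -65.1. No alternative set for these folds before the data were examined closed these 3 gaps. Another probe of *AATK* (log2 -2.41 and 2.1), singled out only after its values were seen, came within 1.5 times of both of the paper's folds of that gene. The offset of 50 with the median probe, chosen after seeing the values, gave -4.60 and 3.81 for *AATK* and -5.81 for *DDC*.

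The paper lists 20 genes with reversed regulation in Fig. 5b. Of these, 8 of 10 raised and 6 of 10 lowered genes were called in both comparisons here, and *MIR205HG* (log2 differential response -1.56), *CLEC3A* (-0.87), *KLK12* (1.88), *FSIP1* (1.17), *DDC* (0.77) and *AATK* (-0.00) were not called in the differential response. Offsets of 16 and 50 called it for *MIR205HG*, *CLEC3A*, *KLK12* and *DDC*, BH adjustment for *MIR205HG* and *KLK12*, leaving out dim probes for *KLK12* and the mean of all probes for *AATK*. No alternative called it for *FSIP1*. The paper states that the genes for DNA damage response proteins were lower in HTOXAR3, from a supplementary table not used here. Of the list written here from general knowledge, 7 of the 11 called genes were lower and 4 higher. The gene sets can differ, so the counts cannot be set directly against the paper's statement.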

Other observations

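No test was run for this part alone, and no value in it was chosen for a test after the result was seen.

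The paper follows *CXCL8*, *CXCL1* and *CXCL2* by qRT-PCR after OXA alone (Fig. 6a). On the arrays, OXA raised *CXCL8* in HT29 by 1.89 (SE 0.21, adjusted p = 9.13e-05, limma with BY), *CXCL1* by 1.67 (SE 0.13, adjusted p = 4.38e-06) and *CXCL2* by 0.56 (SE 0.13, adjusted p = 0.0492) on the log2 scale. The call of *CXCL2* was lost with 1 array left out in 5 of 6 cases and with the replicate number as a block (0.56). In HTOXAR3 the changes after OXA were 0.50 for *CXCL8* (SE 0.21, adjusted p = 1, limma with BY), 0.14 for *CXCL1* (SE 0.13, adjusted p = 1) and -0.82 for *CXCL2* (SE 0.13, adjusted p = 0.00422). The difference between the lines in this response was called for *CXCL1* (-1.53, adjusted p = 0.00373, limma with BY) and *CXCL2* (-1.38, adjusted p = 0.0064) and not for *CXCL8* (-1.39, adjusted p = 0.2).

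Adding Curcumin to OXA in HTOXAR3 changed *CXCL1* by -0.70 (SE 0.13, adjusted p = 0.0221, limma with BY), a call lost with any of the 6 arrays left out. It changed *CXCL8* by -0.59 (SE 0.21, adjusted p = 0.794) and *CXCL2* by -0.26 (SE 0.13, adjusted p = 1), and neither was called. In HT29 the changes were -0.13, -0.14 and 0.37 for *CXCL1*, *CXCL8* and *CXCL2*, none of them called. The difference between the lines in the effect of adding Curcumin was not called for any of these 3 genes (adjusted p = 1 for each, limma with BY).

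OXA called 5774 genes in HT29 and 3709 in HTOXAR3, in spite of the higher dose in HTOXAR3, and more than 2-fold changes were found in 1179 and 468 of them. OXA plus Curcumin called 6724 and 6322 genes. These counts were not compared by a test. Among called genes well above background on every array compared, the largest rises after OXA were those of *PDE6G* (5.27), *SPON2* (4.62) and *ZDHHC11* (4.18) in HT29 and of *ZDHHC11* (2.59), *BIRC3* (2.58) and *IL23A* (2.54) in HTOXAR3. The largest falls of such genes in HT29 included *SLC19A1* (-4.81) and *PIGQ* (-4.66).

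After *HSPA6*, the largest rises on adding Curcumin to OXA among genes well above background on every array compared were those of *SDCBP2* (3.47) and *CYP4F3* (3.43) in HT29 and of *SDCBP2* (4.24) and *AKR1C1* (3.96) in HTOXAR3 on the log2 scale. The largest falls of such genes were those of *AKAP12* (-1.49), *LOXL3* (-1.32) and *RASL10B* (-1.28) in HT29 and of *SLC14A1* (-2.05) and *APOBEC3G* (-2.03) in HTOXAR3. All were called by limma with BY adjustment.

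The paper reports Bcl-2, Survivin and Cyclin D1 as proteins. On the arrays, *BCL2* was higher in untreated HTOXAR3 than in untreated HT29 (0.89, SE 0.11, adjusted p = 3.08e-04, limma with BY). Its response to OXA was not called (-0.19 in HT29 and 0.10 in HTOXAR3, adjusted p = 1 for each). *BIRC5*, which encodes Survivin, and *CCND1*, which encodes Cyclin D1, were not called between the untreated lines (0.17, adjusted p = 0.646, and 0.26, below the fold-change minimum, limma with BY). *BIRC5* fell after OXA in both lines (-0.40 and -0.39, adjusted p = 0.00117 and 0.00279, limma with BY), and *CCND1* rose (0.35 and 0.28, adjusted p = 0.00265 and 0.0257, limma with BY). *NFKBIA* was higher in untreated HTOXAR3 (0.56, SE 0.09, adjusted p = 0.00277, limma with BY), and its differential response to the combination was not called (-0.67, SE 0.12, adjusted p = 0.0903). *AKT1* was higher in untreated HTOXAR3 (0.48, adjusted p = 0.0168, limma with BY), a call lost with 4 of the 6 arrays left out in turn. *RELA* was not called at baseline (-0.20, SE 0.06, adjusted p = 0.287, limma with BY). Its BH adjusted p was 0.0259, with a change below the fold-change minimum. *CXCR1* was not called either (0.05, adjusted p = 1, limma with BY), and was well above background on 1 of 3 untreated HTOXAR3 arrays. *CXCR2* was not well above background in any group.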
